# Biglycan Promotes Cancer Stem Cell Properties, NFκB Signaling and Metastatic Potential in Breast Cancer Cells

**DOI:** 10.3390/cancers14020455

**Published:** 2022-01-17

**Authors:** Kanakaraju Manupati, Ritama Paul, Mingang Hao, Michael Haas, Zhaoqun Christine Bian, Tammy M. Holm, Jun-Lin Guan, Syn Kok Yeo

**Keywords:** breast cancer stem cells, biglycan, metastasis, NFκB pathway, luminal breast cancer

## Abstract

**Simple Summary:**

Breast cancer stem cells (BCSCs) are a small sub-population of cells within tumors with high metastatic potential. We identified biglycan (BGN) as a prospective molecular target in BCSCs that regulates the aggressive phenotypes of these cells. These findings establish a foundation for the development of therapeutics against BGN to eliminate BCSCs and prevent metastatic breast cancer.

**Abstract:**

It is a major challenge to treat metastasis due to the presence of heterogenous BCSCs. Therefore, it is important to identify new molecular targets and their underlying molecular mechanisms in various BCSCs to improve treatment of breast cancer metastasis. Here, we performed RNA sequencing on two distinct co-existing BCSC populations, ALDH^+^ and CD29^hi^ CD61^+^ from PyMT mammary tumor cells and detected upregulation of biglycan (BGN) in these BCSCs. Genetic depletion of BGN reduced BCSC proportions and tumorsphere formation. Furthermore, BCSC associated aggressive traits such as migration and invasion were significantly reduced by depletion of BGN. Glycolytic and mitochondrial metabolic assays also revealed that BCSCs exhibited decreased metabolism upon loss of BGN. BCSCs showed decreased activation of the NFκB transcription factor, p65, and phospho-IκB levels upon BGN ablation, indicating regulation of NFκB pathway by BGN. To further support our data, we also characterized CD24^−^/CD44^+^ BCSCs from human luminal MCF-7 breast cancer cells. These CD24^−^/CD44^+^ BCSCs similarly exhibited reduced tumorigenic phenotypes, metabolism and attenuation of NFκB pathway after knockdown of BGN. Finally, loss of BGN in ALDH^+^ and CD29^hi^ CD61^+^ BCSCs showed decreased metastatic potential, suggesting BGN serves as an important therapeutic target in BCSCs for treating metastasis of breast cancer.

## 1. Introduction

Breast cancer is a leading cause of mortality in women, and the prevalence of heterogeneity and molecular complexity in these tumors are impediments to effective treatment of the disease [1]. Breast cancer can be classified into various subtypes based on molecular profiling into luminal, (type A and type B), HER-2 overexpressing, normal-like and basal-like (TNBC) [2]. Among these, luminal-type breast cancers account for about 70% of all breast cancers [3] and are associated with relatively better prognosis [4]. However, the development of resistance to endocrine therapy and subsequent disease relapse is still a major problem [5]. Additionally, luminal breast cancer patients also tend to develop tumor recurrence within 5 years of surgery or chemotherapy [6,7]. Therefore, it is necessary to account for heterogenous populations within the tumor to curb resistance when developing targeted therapies, in order to improve the prognosis and survival of these patients.

BCSCs are a subpopulation of cells with distinct tumorigenic properties within a mammary tumor and they drive distant metastasis to the secondary organs [8]. BCSCs have been isolated by using specific cell surface markers, such as CD24, CD44, CD133, CD29, CD61 and ALDH1 from heterogeneous populations within tumors [9]. It has been shown that conventional therapies, such as radiotherapy and chemotherapy, are ineffective in eradicating BCSCs, largely due to their ability to evade apoptosis [10]. Previous studies have also reported that epithelial BCSCs were enriched in central regions of the tumor, whereas mesenchymal BCSCs were found at the invasive front, indicating that distinct BCSCs can co-exist and occupy different niches within a tumor [11]. These observations elevate the risk that diverse BCSC populations may have differential sensitivities to BCSC-targeted therapeutics [12]. BCSCs are predicted to persist in tumors as residual populations and seed metastasis [13]. Therefore, development of specific targeted therapies for various BCSCs to be used in combination is a prospective therapeutic strategy for improvement of survival in breast cancer patients with disease relapse.

Biglycan (BGN) is a member of the small leucine rich proteoglycan (SLRP) family and is comprised of side chains of chondroitin sulfate or dermatan sulfate and a 42-kDa core protein [14]. It is integrated within the extracellular matrix (ECM) under physiological environments and also found to be expressed on the cell surface [15]. BGN plays a major role in various cellular processes including cell migration, adhesion, inflammation, cell growth, regulation of autophagy, apoptosis and modulation of matrix assembly [16]. Higher BGN expression was observed in tumor tissues relative to adjacent normal tissues for multiple cancer types [17]. Furthermore, BGN has been implicated in various tissue specific oncogenesis such as pancreatic, gastric, endometrial, colon and bladder cancer [15]. BGN binds to TLR4 and activates the NF-κB pathway in colon cancer cells, leading to epigenetic silencing of immunosuppressive siglec-7 ligand glycans [18]. High expression of BGN in gastric cancer tissues was associated with lymph node metastasis by activation of the FAK signaling pathway [15]. These findings indicate that BGN plays a role in tumorigenesis and metastasis. However, the underlying role of BGN in breast cancer and BCSCs remains elusive.

In this study, we focused on identification of a prospective therapeutic target in two different BCSC populations (ALDH^+^ and CD29^hi^ CD61^+^) sorted from luminal subtype cancer cells (PyMT-driven) using RNA sequencing. Further, the identified molecular target, BGN, was investigated for its role in tumorigenic phenotypes such as BCSC migration, invasion and tumorsphere formation. Similar results were observed with CD24^−^/CD44^+^ BCSCs sorted from a human luminal breast cancer cell line, MCF-7. We also revealed that BGN is important for metabolism of BCSCs confirmed by glycolytic and mitochondrial stress tests. Furthermore, BGN depletion in BCSCs attenuated the NFκB pathway by downregulating phosphorylation of p65 and IκB subunits. Finally, ALDH^+^ and CD29^hi^ CD61^+^ BCSCs depleted of BGN exhibited reduced metastasis, suggesting BGN as a potential therapeutic target in BCSCs to inhibit breast cancer metastasis.

## 2. Results

### 2.1. Transcriptomic Analysis Reveals Enrichment of Extracellular Matrix Genes and BGN Expression in PyMT-Driven Tumor BCSCs

In our previous study, we demonstrated that MMTV-PyMT mammary tumors contained two distinct populations of BCSCs demarcated by CD29^hi^ CD61^+^ and ALDH^+^ respectively [19,20]. These distinct BCSCs exhibit different properties and have distinct dependencies on signaling pathways. To gain further insights into the characteristics of these BCSCs, we isolated these populations by flow cytometry using dissociated cells from MMTV-PyMT tumors. Tumor cells were sorted into bulk cancer cells (P0), CD29^hi^ CD61^+^ BCSCs (P1) and ALDH^+^ BCSCs (P2). RNA-sequencing and transcriptomic analysis was then performed on the three sorted populations (P0, P1 and P2 in duplicates). 

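The polyoma middle T oncogene drives tumors of luminal mammary cells, and mRNAs of secretory luminal cells were abundant in all 3 populations. *Cldn4*, which encodes a tight junction protein of luminal epithelium, was at 1948 and 2140 RPKM in P0 of tumors 1 and 2, at 682 and 1174 in P1 and at 776 and 1497 in P2. *Csn3*, which encodes the milk protein kappa-casein, was at 3798 and 1606 RPKM in P0, at 1771 and 1087 in P1 and at 4193 and 1731 in P2. The housekeeping gene *Actb* had log2 fold changes of -0.54 in P1 and -0.12 in P2 against P0, and *Gapdh*, a housekeeping gene of glycolysis, had 0.58 and 0.68. Each population was sorted from the same 2 tumors of FVB/N mice, so the tumor number pairs the 6 libraries, although the labels do not state whether the tumors came from the same mouse. Poly(A) RNA was sequenced, and the authors deposited RPKM, the reads scaled by gene length and by the library's total, for 14897 genes together with their own comparison of P1 with P0. Reads recovered from these values were whole numbers to within 0.01 reads for all genes but 1. The libraries held 19037070 to 48008802 reads. In tumor 1, 3290 genes had no reads in P0, 1947 in P1 and 3904 in P2, against 446, 360 and 759 in tumor 2. Populations were compared with limma on log2(RPKM + 1), with all 6 libraries in the model, over the 12512 genes with at least 1 RPKM in at least 2 libraries. On log2 values simulated with the spread found here, this test called 41 of 67 genes changed 4-fold and 66 of 67 changed 16-fold. It made 6 false calls. The changed genes were picked among the more highly expressed, and the excess of genes without reads in tumor 1 was not simulated. Many large changes were placed at once, which eases the adjusted threshold. On the libraries themselves this test did not call *Bgn*, at a log2 fold change of 4.61 in P2, so the simulated recovery is not its power here.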

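*Sparc* encodes a collagen-binding matrix glycoprotein, and its RPKM was 9.97 and 12.7 in P0 of tumors 1 and 2 against 113 and 182 in P1. *Col17a1*, which encodes a hemidesmosome collagen that anchors basal epithelial cells, was at 1.84 and 3.06 RPKM in P0 and at 21.5 and 20.0 in P1. *Ltf* encodes the iron-binding milk protein lactoferrin and stood at 426 and 486 RPKM in P0, at 87.6 and 240 in P1 and at 1382 and 1063 in P2. The microRNA genes *Mirlet7d* and *Mir1982* had reads in both P0 libraries and none in either P2 library. The libraries were made from poly(A) RNA, so these reads do not measure mature microRNAs. At an adjusted p under 0.05, limma called 0 genes in P1 and 0 in P2 against P0. An unadjusted p under 0.05 was found for 237 genes in P1, with 196 higher, and for 489 genes in P2, with 348 higher, where chance alone would give 626. With the tumor as a replicate block, 429 genes in P1 and 767 in P2 had such a p. Counts below the number expected by chance mean that the fit without the block was cautious, so 0 calls are not evidence of no change. Without the block, the smallest adjusted p from limma was 1.00 in P1 and 0.0821 in P2, the latter for *Mirlet7d* and *Mir1982*. With the tumor as a replicate block, limma called 0 genes in P1 and 3 in P2, namely *Bgn* as higher and these microRNA genes as lower. With limma voom on the recovered reads, 9 genes were called in P1, of which *Sparc*, *Krt5*, *Col17a1*, *Fst*, *Jag1*, *Postn*, *Pla2g7* and *Vcan* were higher and *Ltf* was lower. The single gene called by voom in P2 was *Tnc*, which encodes the matrix glycoprotein tenascin C. Voom called 4 genes in P1 and 6 in P2 with the block, and 7 and 0 with library quality weights. Leaving out P2 of tumor 2 gave more calls in P2, nearly all of them lower, with microRNA and small nucleolar RNA genes among them. These calls rest on the single P2 library of tumor 1, in which 3904 genes had no reads. They cannot be told apart from reads missing in that library. Leaving out P0 of tumor 2 or P1 of tumor 2 gave 1 call in P2, and leaving out P1 of tumor 1 gave 2. In the authors' own comparison of P1 with P0, 83 genes were higher and 70 lower at the authors' p under 0.05, and 66 of these 153 genes were among the 237. At the authors' adjusted p under 0.05, 12 genes were called, all higher in P1, with *Sparc* at the authors' adjusted p = 3.33e-10 and *Bgn* at 0.000135.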

A total of 153 genes were found to be differentially regulated in P1 cells relative to P0 bulk tumor cells and 106 genes differentially expressed in P2 cells relative to P0 (Figure 1A). 

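Several matrix and mesenchymal genes stood higher in both BCSC populations than in bulk cells. *Fn1*, which encodes the integrin ligand fibronectin, was at 9.68 and 3.64 RPKM in P0 of tumors 1 and 2, at 80.8 and 16.5 in P1 and at 24.6 and 30.1 in P2. *Vim*, which encodes the intermediate filament protein of mesenchymal cells, was at 10.9 and 15.4 RPKM in P0, at 46.7 and 66.5 in P1 and at 24.9 and 55.7 in P2. *Mmp2*, which encodes a gelatinase that degrades basement membrane collagen, was at 0.00908 and 0.981 RPKM in P0, at 5.99 and 17.4 in P1 and at 3.53 and 22.4 in P2. *Angptl4*, which encodes a secreted inhibitor of lipoprotein lipase, had log2 fold changes of 2.32 in P1 and 2.18 in P2. No gene passed an adjusted p under 0.05 from limma in both comparisons, with or without voom. At an unadjusted p under 0.05, 68 genes were higher in both, among them these 4 genes, and 8 were lower in both. Both comparisons use the same P0 libraries, and simulated genes without any change gave 69.3 genes higher in both and 67.3 lower in both on average, with at most 91 and 99 in 100 simulations. Comparisons without shared libraries would have given 5.45 and 0.462. By chance 626 unchanged genes have an unadjusted p under 0.05 in a comparison, against 237 genes found in P1 and 489 in P2. The simulated lists are thus expected to be longer, so the simulated overlaps cannot show how much of the overlap the shared libraries explain. With the tumor as a replicate block, 136 genes were higher in both and 24 lower, where paired simulations without change, added after the values were seen, gave 67.5 and 65.9 on average and at most 91 and 98. With the block, 348 genes were higher and 81 lower in P1 at this p, and 526 and 241 in P2, so these lists leaned upward. Simulated lists without change do not lean, so these overlaps cannot show how much the shared libraries explain either. The log2 fold changes of P1 and P2 had a Pearson correlation of 0.502 across genes, which are not independent replicates, and the simulated mean was 0.5, while their covariance was 0.248 against a simulated mean of 0.232 and a maximum of 0.247, or 0.177 and 0.189 in the paired simulations. This correlation was 0.295 without P2 of tumor 2, 0.375 without P1 of tumor 2 and 0.778 without P0 of tumor 2. Of the 68 genes higher in both, 6 were on a list of fibrillar collagens and interstitial matrix.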

Among the BCSC populations, 27 genes were common to both comparisons (Figure 1A). 

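Some genes on the list of ECM-receptor interaction, such as *Lamb1* and *Col4a2*, stood higher in both BCSC populations, whereas the integrin subunit genes *Itgav* and *Itga2* stood lower. *Lamb1*, which encodes the beta-1 chain of basement membrane laminins, was at 6.08 and 10.2 RPKM in P0 of tumors 1 and 2, at 20.3 and 22.9 in P1 and at 11.8 and 15.2 in P2. *Hspg2*, which encodes the basement membrane proteoglycan perlecan, was at 10.1 and 6.63 RPKM in P0, at 7.61 and 8.68 in P1 and at 25.8 and 17.6 in P2. *Itgav*, which encodes the alpha-v integrin subunit, had log2 fold changes of -0.54 in P1 and -0.27 in P2, and *Itga2*, which encodes a collagen receptor subunit, had -0.50 and -0.17. Among genes of the adhesion plaque, the myosin light chain gene *Myl12a* had log2 fold changes of 0.57 in P1 and 0.86 in P2. The 59 tested genes of ECM-receptor interaction had a median log2 fold change of 0.375 in P1, at 0.34 in tumor 1 and 0.56 in tumor 2, with 43 genes positive. The adjusted p from limma camera, which ranks a list against all other genes, was 0.00215, and 0.337 with an estimated correlation between genes. It was 0.406 without P0 of tumor 2 and 0.200 without P1 of tumor 2, in a range from 3.80e-07 to 0.406 over the libraries left out. In P2 the median was 0.30, at 0.20 and 0.42 in the tumors, with 40 genes positive, and the adjusted p was 0.00211, or 0.337 with an estimated correlation. Without P0 of tumor 2 it was 0.258, in a range from 0.000143 to 0.258. No gene of this list was higher when adjusted over the list alone, and 6 were in P2 with the replicate block. The 76 tested genes of the adhesion plaque and its signaling had median log2 fold changes of 0.05 in P1, where the median over all tested genes was 0.117, and -0.035 in P2, with an adjusted p of 0.891 in each. For this list the test pointed downward in P1 although median and mean were positive, and in P2 the mean of 0.02 was positive. Among the authors' 83 genes higher in P1 were 12 of the 76 ECM-receptor genes in the deposited table (1-sided Fisher's exact test, adjusted over 12 tests, p = 3.67e-14) and 0 of 84 adhesion plaque genes. This test treats genes as independent, unlike camera with an estimated correlation, and rests on the authors' unadjusted p. Among the genes higher at an unadjusted p under 0.05 from limma were 6 ECM-receptor genes in P1 (adjusted p = 0.000619 from the same exact test) and 9 in P2 (adjusted p = 7.94e-05), beside 1 and 3 adhesion plaque genes (adjusted p = 1.00 and 0.608).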

Interestingly, when the differentially expressed genes from both comparisons were analyzed for enriched KEGG pathways, “ECM Receptor interaction” and “Focal adhesion” were among the top four categories present in both sets of comparisons (Figure 1B). The enrichment of extracellular matrix (ECM) gene expression in the respective BCSC populations is visualized through a heat map (Figure 1C). 

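The genes legible in the heat map included some that stood higher in both BCSC populations, such as *Fbn1*, some with a positive log2 fold change in P1 only, such as *Acta2*, and some in P2 only, such as *Cd14*, although the tumors differed in direction for *Acta2* in P2 and for *Cd14* in P1. *Fbn1*, which encodes the microfibril protein fibrillin 1, was at 0.00279 and 0.0883 RPKM in P0 of tumors 1 and 2, at 1.01 and 4.17 in P1 and at 2.80 and 8.86 in P2. *Acta2*, which encodes the smooth muscle actin of myoepithelial cells, was at 1.9 and 2.96 RPKM in P0, at 21.0 and 30.2 in P1 and at 0.965 and 4.74 in P2. *Fst*, which encodes the activin antagonist follistatin, was at 4.87 and 7.87 RPKM in P0, at 44.3 and 24.7 in P1 and at 11.9 and 2.96 in P2. *Igfbp3*, which encodes a carrier of insulin-like growth factors, had log2 fold changes of 2.94 in P1 (standard error 0.71, adjusted p = 1.00 from limma) and 0.94 in P2 (standard error 0.71, adjusted p = 0.985). *Cd14*, which encodes a lipopolysaccharide co-receptor and is shared with macrophages, was at 302 and 196 RPKM in P0, at 210 and 264 in P1 and at 523 and 401 in P2. Of the 40 legible genes, 35 had a positive log2 fold change in P1, 30 in P2 and 26 in both. The direction was positive in both tumors for 31 genes in P1 and for 28 in P2, and 21 genes were positive in all 4 differences. *Aldh1a3*, *Ccl5*, *Cd14*, *Hif1a* and *Lgals3* were negative in P1. *Krt5*, *Col2a1*, *Col17a1*, *Col7a1*, *Hif1a*, *Acta2*, *Fst*, *Axl*, *Acpp* and *Cpm* were negative in P2. The study picked these genes from the same libraries, so their directions are not independent evidence, and without the block none passed an adjusted p under 0.05 from limma over all genes. With the tumor as a replicate block *Bgn* passed in P2, and voom without the block called *Sparc*, *Krt5*, *Col17a1*, *Fst*, *Postn*, *Pla2g7* and *Vcan* in P1 and *Tnc* in P2.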

Next, we validated the differentially regulated genes using qRT-PCR. Basal markers such as *Krt5*, *Trp63*, *Lama3*, *Ccl2*, along with ECM genes *Postn*, *Col7a1*, *Col2a1* and *Col17a1* were significantly upregulated in CD29^hi^ CD61^+^ BCSCs (P1) (Figure 1D). 

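Basal genes stood higher in P1, while milk protein genes and several chemokines stood higher in P2. *Krt5*, a keratin gene of basal cells, was at 3.23 and 8.87 RPKM in P0 of tumors 1 and 2, at 128 and 48.8 in P1 and at 4.67 and 3.52 in P2. *Trp63*, which encodes the basal transcription factor p63, was at 5.72 and 2.48 RPKM in P0, at 19.0 and 6.57 in P1 and at 14.8 and 1.99 in P2. *Aldh1a3*, which encodes a retinaldehyde dehydrogenase that contributes to the activity used in the ALDH sort, was at 146 and 51.6 RPKM in P0, at 60.5 and 40.6 in P1 and at 693 and 182 in P2. *Csn2*, which encodes the milk protein beta-casein, was at 137 and 59.0 RPKM in P0, at 79.3 and 7.66 in P1 and at 823 and 191 in P2. The chemokine gene *Ccl2*, whose product attracts monocytes, was at 13.0 and 4.40 RPKM in P0, at 11.7 and 13.5 in P1 and at 97.6 and 30.9 in P2. *Ccl11*, which encodes the eosinophil attractant eotaxin, had no reads in either P0 library. In P2 of tumors 1 and 2 it stood 183-fold and 40.8-fold above the limit of 3 reads in P0, which covers counting error only. *Ccl7* was at 50.8 and 8.08 RPKM in P2 against 0 and 2.19 in P0, and *Ccl5* was at 171 and 14.7 against 138 and 17.8. The sort marker gene *Itgb1* (CD29) was at 182 and 251 RPKM in P0 and at 258 and 217 in P1, and *Itgb3* (CD61) was at 17.6 and 9.29 and at 13.2 and 13.9, so each moved in opposite directions in the tumors. The 28 basal and myoepithelial genes had a median log2 fold change of 1.22 in P1, with 25 positive, and 7 of them were higher when adjusted over the list alone and 0 over all genes. For this list camera gave an adjusted p of 7.81e-11 in P1, or 0.320 with an estimated correlation, and 0.873 in P2, where the median was 0.11. The 34 luminal genes had medians of -0.07 in P1 and 0.04 in P2 (adjusted p = 0.0833 and 0.533 from camera), and fry, which tests whether the genes move on balance in 1 direction, gave 0.0143 in P1, the lowest adjusted p of this list over its alternatives, of which camera with an estimated correlation gave the highest, 0.337. The 15 genes of milk proteins and alveolar differentiation had a median of -0.91 in P1 against P2, with 13 negative and 3 lower when adjusted over the list alone (adjusted p = 3.66e-08 from camera, or 0.320 with an estimated correlation). The 14 aldehyde dehydrogenase genes had a median of 0.25 in P2 (adjusted p = 0.131), with *Aldh2* at 0.55. The 17 chemokine genes had a median of 0.35 in P2, with 2 higher when adjusted over the list alone (adjusted p = 0.0684 from camera), and this p was 0.0235 without P0 of tumor 1, 0.0484 without P1 of tumor 1 and 0.0288 without P2 of tumor 2, in a range up to 0.504.

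**Figure D1:**
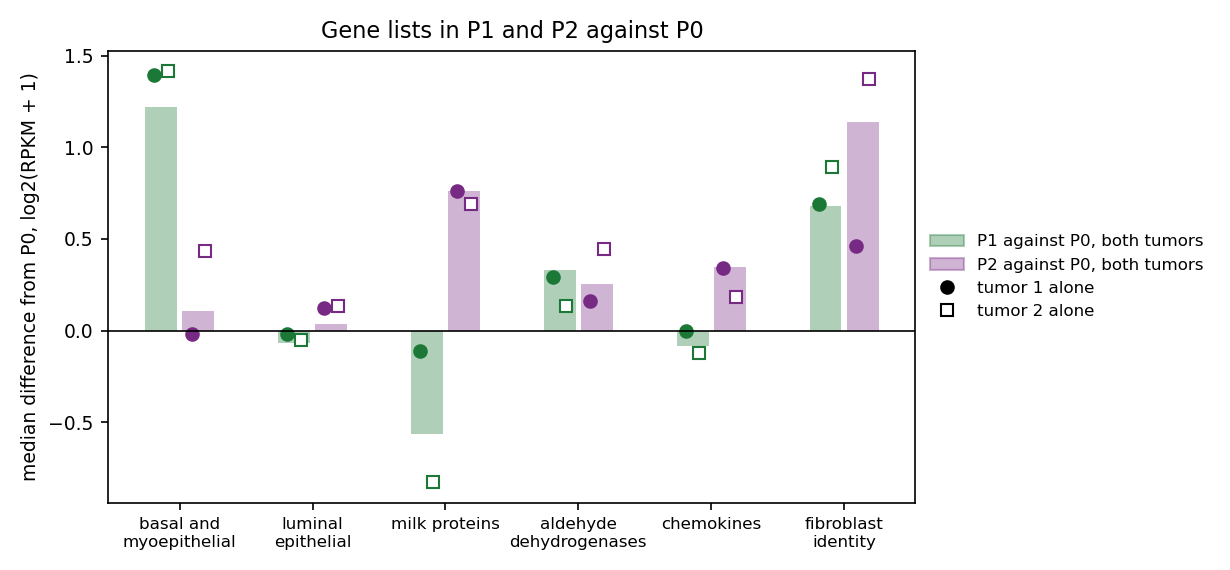
Median log2 fold change of 6 gene lists in P1 and P2 against P0, with bars for both tumors together and points for each tumor alone. The basal and myoepithelial list stood at 1.22 in P1 and 0.11 in P2, and the milk protein list at -0.565 in P1 and 0.76 in P2.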

Contrastingly, *Aldh1a3*, *Ccl5*, *Ccl11* and *Ccl7* expression were significantly higher in ALDH^+^ BCSCs (P2) as compared to bulk cancer cells (P0), indicating that our sorted populations were indeed pure and RNA sequencing was reflecting the expected characteristics of these BCSC populations (Figure 1E). Consistent with enrichment of ECM genes in BCSC populations (Figure 1B), the expression of biglycan (*Bgn*), *Dcn*, *Col6a1*, *Col3a1* and *Col1a2* were upregulated in both BCSC populations (Figure 1F). Among these, BGN was identified as an important common molecular target in BCSCs to be investigated further, considering its role and function in CSCs have not been described. Thus, BGN expression was evaluated at protein level in bulk cancer cells and BCSCs using immunoblotting. These results showed that BGN protein expression levels were markedly higher in ALDH^+^ BCSCs (Figure 1G) and CD29^hi^ CD61^+^ BCSCs (Figure 1H) as compared to bulk cells. To further validate our results from PyMT tumors, we also utilized a human luminal breast cancer cell line, MCF-7, and its sorted BCSCs, CD24^−^/CD44^+^ for determining BGN expression. Concordantly, high BGN expression was detected in MCF-7 derived CD24^−^/CD44^+^ BCSCs as compared to their respective bulk cancer cells (Figure S1). Overall, the transcriptomic analyses revealed the upregulation of ECM associated genes in distinct BCSC populations and BGN as a prospective common molecular target in both BCSC populations.

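Biglycan, a small leucine-rich proteoglycan that binds collagen fibrils and can act on Toll-like receptors, is encoded by *Bgn*. Its RPKM was 3.94 ± 2.04 in P0, 52.2 ± 33.6 in P1 and 133 ± 96.6 in P2 (SD, n = 2 tumors), and it was 11.4-fold and 14.1-fold higher in P1 and 25.9-fold and 37.4-fold higher in P2 of tumors 1 and 2. *Dcn*, which encodes the related proteoglycan decorin, was at 0 and 0.592 RPKM in P0, at 1.62 and 7.94 in P1 and at 12.5 and 21.0 in P2. *Col1a2* and *Col3a1* encode chains of the fibrillar collagens of connective tissue, and *Col1a2* was at 0.451 and 1.47 RPKM in P0, at 1.92 and 27.7 in P1 and at 23.4 and 150 in P2. *Col3a1* was at 0.00496 and 1.25 RPKM in P0, at 0.423 and 18.6 in P1 and at 22.8 and 67.8 in P2. *Col6a1*, which encodes a chain of the microfibrils around cells, was at 0.00695 and 0.388 RPKM in P0, at 1.93 and 9.08 in P1 and at 4.89 and 35.7 in P2. *Postn*, which encodes the matrix protein periostin, was at 3.49 and 15.3 RPKM in P0, at 50.3 and 100 in P1 and at 22.0 and 46.1 in P2. The log2 fold change of *Bgn* was 3.33 in P1 (standard error 0.65, adjusted p = 1.00 from limma) and 4.61 in P2 (standard error 0.65, adjusted p = 0.383). With the tumor as a replicate block, the adjusted p of *Bgn* from limma was 0.0906 in P1 and 0.0067 in P2, and over 20 alternatives it ran from 0.0906 to 1.00 in P1 and from 0.0067 to 0.998 in P2. The authors' own test of P1 against P0 gave *Bgn* an adjusted p of 0.000135. The 43 fibrillar collagen and interstitial matrix genes had medians of 1.06 in P1, with 38 positive, and 1.103 in P2, with 36 positive, or 1.09 in P2 with genes without reads in P0 set to the limit of 3 reads. The adjusted p from camera was 6.10e-10 in P1 and 3.58e-14 in P2, or 0.337 and 0.334 with an estimated correlation. Adjusted over the list alone, 2 of these genes were higher in P1 and 8 in P2, against 5 and 18 with the block and 0 over all genes. P1 stood below P2 for this list, at a median of -0.48 (adjusted p = 0.00532, or 0.676 with an estimated correlation), but not without P1 of tumor 1 (0.268) or P2 of tumor 2 (0.719), in a range from 2.1e-06 to 0.871 over the alternatives. The 24 basement membrane genes had medians of 0.355 in P1 (adjusted p = 0.00211, or 0.351 with an estimated correlation) and 0.38 in P2 (0.0441, or 0.568), and these calls were lost without P0 of tumor 2 (0.668 and 0.873), without P1 of tumor 2 in P1 (0.0562) and without P2 of tumor 1 or 2 in P2 (0.264 and 0.0681). The 14 tested genes of fibroblast identity, a list without matrix genes, had medians of 0.68 in P1, with all 14 positive, and 1.138 in P2, with 12 positive (adjusted p = 2.18e-05 and 2.06e-05 from camera, or 0.320 in each with an estimated correlation), and the P2 call was lost without P2 of tumor 2 (0.0515). Of 17 genes that the paper names, 4 in P1 and 10 in P2 were higher when adjusted over the list alone, or 8 and 10 with the block, which is not independent evidence because the study chose them on these samples, and over all genes 0 were without the block and *Bgn* alone, in P2, with it. From the sequencing, the paper concludes that matrix genes are raised in both BCSC populations and takes BGN as a prospective target that they share. The paper also reports *Bgn*, *Dcn*, *Col6a1*, *Col3a1* and *Col1a2* as higher in both by qRT-PCR. By immunoblot it reports more BGN protein in both than in bulk cells.

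**Figure D2:**
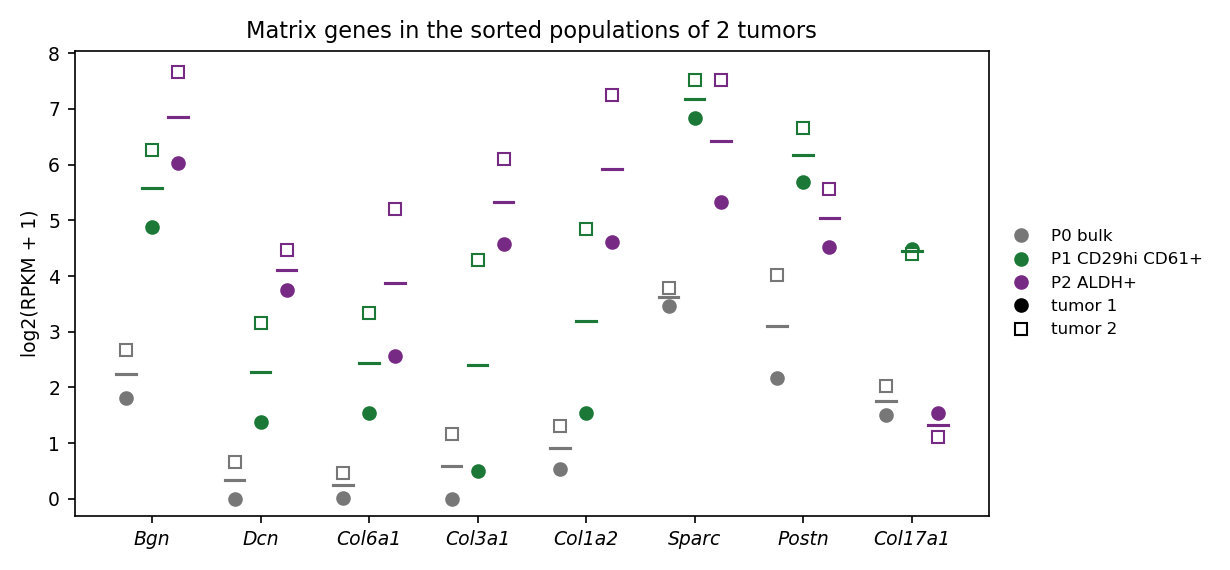
Log2(RPKM + 1) of 8 matrix genes in P0, P1 and P2, with a filled circle for tumor 1, an open square for tumor 2 and a horizontal line for their mean. *Bgn* was at 2.50 and 5.38 RPKM in the P0 libraries, at 28.5 and 75.9 in P1 and at 64.6 and 201 in P2.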

### 2.2. Genetic Depletion of BGN Leads to Reduced Expression of BCSC Markers and Tumorsphere Forming Ability

To elucidate the role of BGN in BCSCs, we generated CRISPR mediated knockout of BGN in FF99 cells (PyMT tumor derived cells, [21]) using mouse specific sgRNA. Next, we sorted CD29^hi^ CD61^+^ and ALDH^+^ CSCs from control sgRNA FF99 and BGN sgRNA FF99 cells using FACS based on surface markers, CD29, CD61 and ALDH enzyme activity as described previously [19]. BGN protein expression was attenuated with BGN sgRNA as compared to control sgRNA in these cells (Figure 2A) and their sorted BCSC subpopulations, ALDH^+^ (Figure 2B,C) and CD29^hi^ CD61^+^ (Figure 2D,E) as confirmed by immunoblotting and immunofluorescence. Significant reductions in the number of ALDH^+^ (Figure 2F,G) and CD29^hi^ CD61^+^ (Figure 2H,I) BCSCs were observed in BGN sgRNA FF99 cells relative to control sgRNA FF99 cells using FACS analysis. Furthermore, when subjected to tumorsphere formation assays, both CD29^hi^ CD61^+^ and ALDH^+^ BCSCs formed smaller sized spheres (Figure 2J,L) upon BGN depletion and quantification revealed significantly decreased numbers of spheres as compared to control sgRNA (Figure 2K,M). In the same way, MCF-7 cells were utilized for isolation of BCSCs using the markers CD24^−^/CD44^+^, after shRNA mediated knockdown of BGN using human BGN specific shRNA and control shRNA (Figure S2A,B). Similarly, the number of CD24^−^/CD44^+^ and ALDH^+^ BCSCs were significantly reduced in BGN shRNA expressing MCF-7 cells compared to control shRNA expressing cells (Figure S2C,D). CD24^−^/CD44^+^ BCSCs formed significantly fewer tumorspheres with knockdown of BGN compared to control shRNA (Figure S2E), indicating BGN is important for self-renewal of BCSCs. Altogether, these results suggested that BGN plays a role in maintaining BCSC properties in breast cancer.

### 2.3. Depletion of BGN Reduces the Motility and Invasion of BCSCs

BCSCs have an increased propensity to invade and migrate from the primary tumor site to secondary sites such as lung, liver, bone and brain for the formation of metastases [22]. Thus, we evaluated the migration and invasion properties of CD29^hi^ CD61^+^ and ALDH^+^ BCSCs, using wound healing and matrigel invasion assays. Depletion of BGN in CD29^hi^ CD61^+^ (Figure 3A,B) and ALDH^+^ (Figure 3C,D) BCSCs resulted in a significant decrease in the number of migrated cells compared with control sgRNA expressing cells. Similarly, shRNA mediated knockdown of *BGN* in MCF-7 derived CD24^−^/CD44^+^ BCSCs also showed a significantly reduced number of migrated cells compared to control shRNA cells (Figure S3A), suggesting a positive role of BGN in regulation of BCSC migration. Further, a significant reduction in the number of invaded cells was also observed in BGN sgRNA expressing CD29^hi^ CD61^+^ (Figure 3E,F) and ALDH^+^ (Figure 3G,H) BCSCs than control sgRNA expressing cells, indicating an important role of BGN in the regulation of invasive capacity of BCSCs. Likewise, BGN shRNA mediated knockdown in CD24^−^/CD44^+^ BCSCs also displayed a significantly lower number of invaded cells than control shRNA cells (Figure S3B). Altogether, these results demonstrated that BGN plays a role in promoting migration and invasion capacity of BCSCs.

### 2.4. Bioenergetic Role of BGN in BCSCs

In order to determine whether BGN is also important for BCSC metabolism, we performed glycolytic and mitochondrial flux assays. The glycolysis stress test is depicted by a kinetic graph plotting ECAR (extracellular acidification rate) before and after consecutive injection of modulators (glucose, oligomycin and 2-deoxyglucose) of glycolysis (Figure 4A). CD29^hi^ CD61^+^ and ALDH^+^ BCSCs from FF99 cells with or without BGN depletion were compared. The rate of basal glycolysis was significantly lower in BGN sgRNA expressing CD29^hi^ CD61^+^ and ALDH^+^ BCSCs (Figure 4B) compared with control sgRNA expressing cells. The induction of extracellular acidification with oligomycin was significantly reduced in BGN sgRNA expressing CD29^hi^ CD61^+^ and ALDH^+^ BCSCs (Figure 4C) compared to control cells, indicating decreased glycolytic capacity in BGN deficient BCSCs. We also observed a significantly lower glycolytic reserve in BGN sgRNA expressing CD29^hi^ CD61^+^ and ALDH^+^ (Figure 4D) BCSCs compared with control sgRNA expressing cells. Similarly, CD24^−^/CD44^+^ BCSCs from MCF7 cells showed a reduction in basal glycolysis (Figure S4A,B), glycolytic capacity (Figure S4C) and glycolytic reserve (Figure S4D) with knockdown of BGN. This data indicates that BGN plays a major role in regulation of glycolysis in BCSCs.

Apart from glycolysis, we also examined the effect of BGN depletion on mitochondrial respiration in BCSCs by performing mitochondrial stress tests. The oxygen consumption rate (OCR) was measured in BCSCs with or without BGN using sequential injection of the mitochondrial inhibitors oligomycin, FCCP and combined rotenone and antimycin A (Figure 4E). BGN sgRNA expressing CD29^hi^ CD61^+^ and ALDH^+^ BCSCs showed a significantly lower rate of basal mitochondrial respiration compared to control sgRNA expressing cells (Figure 4F). The FCCP induced maximal mitochondrial respiration rate was also significantly decreased in BGN sgRNA expressing CD29^hi^ CD61^+^ and ALDH^+^ BCSCs (Figure 4G). Moreover, BGN depletion in CD29^hi^ CD61^+^ and ALDH^+^ BCSCs, exhibited significantly lower spare respiratory capacity (Figure 4H) and ATP production (Figure 4I) than control BCSCs., Additionally, the proton leak was markedly reduced in both BGN deleted CD29^hi^ CD61^+^ and ALDH^+^ BCSCs compared to their respective control cells (Figure 4J). CD24^−^/CD44^+^ BCSCs from MCF-7 cells also had a significant reduction in basal mitochondrial respiration (Figure S4F), maximal mitochondrial respiration (Figure S4G), spare respiratory capacity (Figure S4H), ATP production (Figure S4I) and proton leak (Figure S4J) with knockdown of BGN as compared to control cells. Overall, these data demonstrated that BGN depletion in BCSCs decreased glycolytic flux and mitochondrial respiration.

### 2.5. BGN Regulates NFκB Signaling in BCSCs

BGN has been shown to regulate various signaling pathways in tissue specific cancers such as p38 signaling in colon cancer [16], NFκB signaling in gastric cancer [23] and PI3K-Akt-NFκB signaling axis in retinoblastomas [24]. Thus, we performed immunoblotting to identify the signaling pathways that were regulated by BGN in BCSCs. Interestingly, BGN sgRNA expressing CD29^hi^ CD61^+^ BCSCs had a significant reduction of phosho-p65 expression compared to control sgRNA expressing cells (Figure 5A,B). Similarly, phospho-IκBα levels, were significantly decreased in BGN sgRNA expressing CD29^hi^ CD61^+^ BCSCs. In the same way, ALDH^+^ BCSCs expressing BGN sgRNA showed significantly reduced p-p65 and p-IκBα compared to control sgRNA expressing BCSCs (Figure 5C,D). These data indicated that BGN regulates NF-κB signaling in BCSCs and represents a prospective mechanism for the changes in BCSC phenotypes observed upon depletion of BGN.

### 2.6. BGN Promotes BCSC Mediated Metastasis in Breast Cancer

Metastasis occurs due to the high migratory and invasive potential of BCSCs in a tumor [25]. High BGN expression in BCSCs promoted increased tumorigenic phenotypes such as migration and invasion in vitro. Therefore, to evaluate the role of BGN in breast cancer metastasis, we performed experimental metastasis assays. We injected 5 × 10^5^ control sgRNA or BGN depleted CD29^hi^ CD61^+^ or ALDH^+^ BCSCs into the tail veins of nude mice. As expected, mice that received BGN depleted CD29^hi^ CD61^+^ BCSC showed significantly decreased numbers of lung metastatic nodules compared to mice injected with control sgRNA CD29^hi^ CD61^+^ BCSCs (Figure 6A,B). Similarly, mice receiving ALDH^+^ BCSCs with loss of BGN exhibited lower number of metastatic lung nodules compared to control sgRNA ALDH^+^ BCSCs (Figure 6C,D). Furthermore, examination of H- and E-stained lung tissues showed smaller metastatic foci in BGN depleted CD29^hi^ CD61^+^ mice compared to control sgRNA CD29^hi^ CD61^+^ BCSCs (Figure 6E). Similarly, lung tissues from mice injected with BGN depleted ALDH^+^ CSCs showed smaller metastatic foci compared to mice injected with control sgRNA ALDH^+^ BCSCs (Figure 6F), indicating BGN is playing an important role in BCSC mediated breast cancer metastasis.

### 2.7. Expression of BGN in Human Breast Cancers Is Associated with Worse Prognoses

To further explore associations implicating a potential role for BGN in human breast cancers, we interrogated data from TCGA using the Gepia online software. We found that BGN mRNA expression was significantly higher in breast tumors as compared to normal breast tissue samples (Figure 7A). Additionally, clinical data showed that high *BGN* expression was significantly associated with poorer overall survival of breast cancer patients compared to low *BGN* expression (Figure 7B). Furthermore, high *BGN* expression was also associated with reduced disease-free survival of breast cancer patients (Figure 7C). Collectively, these data demonstrate that BGN plays a role in maintaining BCSC properties and is a potential therapeutic target to inhibit breast cancer metastasis.

## 3. Discussion

Breast tumors are comprised of populations of cells that are heterogenous at genetic and morphological levels [26]. These populations have been known to differ in their functions at molecular level and exhibit different phenotypes [27]. Therefore, specific cell surface markers have been used to investigate these populations for identification of new molecular targets to improve therapeutic strategies [8]. Currently, the CSC surface markers CD24, CD44, CD133 and ALDH have been widely used in breast cancer for the isolation of BCSCs [28,29]. A recent study has shown that CD24^−^/CD44^+^ CSCs were associated with cell proliferation and tumor progression, whereas ALDH^+^ CSCs were more associated with metastasis, indicating that these two markers enrich for different CSC populations with diverse phenotypes [30]. In mouse mammary tumors, CD29^hi^CD61^+^ and ALDH^+^ markers have enabled the enrichment of separate CSC populations [31]. These BCSC markers identify distinct subpopulations in mouse mammary tumors and differ in their tumorigenic phenotypes, signaling mechanisms, tumor and metastatic progression [19,20]. In this study, we identified a new molecular target, BGN which was upregulated in both BCSCs (CD29^hi^CD61^+^, ALDH^+^) as compared to bulk cancer cells. Due to the lower expression levels of BGN in bulk cells, BGN KO in bulk cells also showed a significant decrease in sphere formation (Figure S5A,B) and migration (Figure S5C,D), albeit the decrease was less pronounced as compared with BCSCs. This is in line with the observation of higher BGN expression in BCSCs but minimal expression in non-CSCs populations (Figure 1). We also observed residual sphere forming ability in BGN KO cells but we cannot rule out the possibility that this might be due to inefficient BGN depletion in these cells (Figure 2A,B,D). Overall, the silencing of BGN in BCSCs reduced the enrichment of stem cell populations and tumorsphere formation, indicating a crucial role for BGN in maintaining BCSC phenotypes.

BGN has been shown to have functions as a tumor suppressor and an oncogene depending on cellular origin in various tissue specific cancers [32]. BGN inhibition in bladder cancer enhanced proliferation of tumor cells demonstrating that BGN acts as a tumor suppressor [33]. Similarly, BGN overexpression in pancreatic cancer cells inhibited the growth of cancer cells by stimulating cell cycle arrest indicating a growth suppressive function [34]. In contrast, we observed that BGN attenuation in BCSCs decreased tumorigenic phenotypes, migration and invasion suggesting its oncogenic function in breast cancer. Likewise, others also reported that knockdown of BGN in colon cancer cells depicted reduced proliferation, migration, invasion and enhanced apoptosis by upregulating the expression of p21 and p27 [16]. We also found that depletion of BGN in BCSCs only affected the growth curves of these cells at later time points (72 h) (Figure S6A,B). Moreover, we found an increased number of apoptotic cells at 72 h in BGN KO BCSCs as compared to control cells (Figure S6C,D). Thus, we interpret this result as BGN being important for survival of BCSCs that impacts the growth curve of these cells at later timepoints, but BGN does not appear to be regulating proliferation of BCSCs (which should have a prominent effect on growth curves even in the early stages). For the first time, we have demonstrated that BGN regulation on metabolism of BCSCs as depicted by reduced activity of glycolysis and mitochondrial respiration in BGN depleted cells. Recent studies in human prostate cancer showed that upregulation of BGN was associated with tumor progression and poor prognosis, indicating that it serves as a marker to determine the aggressiveness of prostate cancer [35]. Interestingly, we also observed that BGN inhibition in BCSCs showed enhanced chemosensitivity in presence of cisplatin and paclitaxel as compared to control cells (Figure S7A–D) indicating a role of BGN in chemoresistance. BGN regulates various signaling pathways such as the p38 signaling pathway in colon cancer cells and PI3K-Akt-NFκB pathway in retinoblastoma cells [16,24]. Consistent with previous studies showing a role of NFκB signaling in CSCs [36,37,38], we also observed the activation of NFκB pathway in CSCs, which was attenuated with loss of BGN, suggesting that this pathway is playing a major role in the tumorigenic phenotypes of BCSCs and its enrichment and metastasis.

In addition to the role of BGN expressed within cancer cells, it is also available in a secreted soluble form which is involved in various biological functions [39,40]. BGN is produced by macrophages upon stimulation of cytokines such as IL-6, IL-1β, TGF-α and is subsequently deposited in the ECM [41]. The secreted form of BGN from tumor endothelial cells (TECs) promoted tumor angiogenesis and metastasis [42,43]. The soluble BGN has been studied as an important molecular target for anti-inflammation and anti-angiogenic therapy [44]. Autophagy regulation by soluble BGN was also observed in macrophages through CD44-TLR4 signaling in renal ischemia reperfusion injury [45]. However, the role of soluble BGN in breast cancer progression and metastasis is unclear; therefore, future studies are required to delineate the specific contributions of intracellular and soluble BGN. Knockout of BGN in E0771 tumor bearing mice reduced tumor angiogenesis, metastasis to the lung and improved efficacy of chemotherapy [40]. Cancer metastasis was observed with overexpression of BGN in gastric cancer tissues [15]. For the first time, we have demonstrated that regulation of BGN in BCSCs mediated breast cancer metastasis.

## 4. Materials and Methods

### 4.1. Cell Culture and Reagents

MMTV-PyMT tumor derived primary tumor cells (FF99) and BCSCs (ALDH^+^ and CD29^hi^CD61^+^ sub-populations) were cultured in DMEM/F12 growth medium supplemented with 10% FBS, 1% penicillin-streptomycin, 10 ng/mL EGF and 20 mg/mL insulin. Cell lines were routinely tested for mycoplasma contamination. The BCSCs were utilized for the subsequent experiments at P0 following isolation using flow cytometry. Cells were cultured in mammosphere medium for 7 days from an initial density of 1 × 10^4^ cells/well in ultra-low attachment 6-well plates [46] (Corning, 3471). Lipofectamine 3000 reagent (Invitrogen, L3000) was used for transfections of human BGN shRNA (Catalogue number/sequence) and mouse BGN sgRNA.

### 4.2. Isolation of BCSCs Using FACS

Fluorescence-activated cell sorting (FACS) was used for isolation of different BCSCs populations. CD29 and CD61 antibodies were used for isolation of CD29^hi^ CD61^+^ BCSCs from FF99 cells expressing control sgRNA and BGN sgRNA, as described previously [19]. Briefly, cells were incubated with CD29 and CD61 antibodies for 20 min at 4 °C followed by PBS wash and isolated using flow cytometry (FACS Aria, BD Biosciences, San Jose, CA, USA). Similarly, human CD24 and CD44 antibodies were used for isolation of CD24^−^/CD44^+^ BCSCs from MCF7 cells [47] expressing control shRNA and BGN shRNA followed by culture for successive experiments. For isolation of ALDH^+^ BCSCs, cells were suspended in aldefluor buffer and incubated with ALDH reagent (StemCell Technologies, Vancouver, BC, Canada for 40 min. at 37 °C according to manufacturer’s instructions. Flow Jo software was used for data analysis. Antibodies used for flow cytometry include: CD29-FITC (Biolegend, 102206), CD61-PE (Biolegend, 104308), CD24-FITC (Biolegend, 311104, San Diego, CA, USA), CD44-PE (Bioledgend, 338808) and Aldefluor assay kit (Stemcell Technologies, 01700, Vancouver, BC, Canada).

### 4.3. RNA Sequencing

RNA-sequencing was conducted by the Genomics, Epigenomics, and Sequencing Core in University of Cincinnati. In short, RNA isolation was performed from sorted cells and NEB-Next Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA) was utilized for targeted RNA enrichment. Consequently, PrepX mRNA Library Kit (WaferGen, Fremont, CA, USA combined with Apollo 324 NGS automated library prep system was employed for preparation of cDNA libraries. Cluster generation was performed using cBot, whereas HiSeq sequencing were carried out using the HiSeq systems (Illumina, San Diego, CA, USA). Fordifferential gene expression analysis, sequence reads were aligned to the genome using standard Illumina sequence analysis pipeline, with assistance from The Laboratory for Statistical Genomics and Systems Biology in the University of Cincinnati. RNA sequencing data were deposited in the GEO database under the accession number GSE189223 [48].

### 4.4. Isolation of RNA and Quantitative RT-PCR

Total RNA was extracted from the cells using RNAeasy kit (Qiagen, 74104, Hilden, Germany) followed by cDNA synthesis with Superscript III first strand synthesis kit (Invitrogen, Waltham, MA, USA). Primers of various genes were mixed with SYBR Green and cDNA for amplification using quantitative real-time PCR (BioRad CFX thermocycler, Hercules, CA, USA). Gene expression analysis was carried out as described previously.

### 4.5. Immunoblotting

As previously described [49], cell lysates were prepared in modified RIPA lysis buffer and then subjected to SDS–PAGE for immunoblotting analysis with the following primary and HRP-conjugated secondary antibodies: BGN antibody (Proteintech 16409-1-AP, Rosemont, IL, USA) P-p65 (Cell Signaling, 3033, Danvers, MA, USA), p65 (Cell Signaling, 8242), pIKB (Cell Signaling Technology, 2859), IkB (Cell Signaling Technology, 9242), Vinculin (Sigma Aldrich, V4505, St. Louis, MO, USA, Anti-mouse IgG, HRP-linked Antibody (Cell Signaling Technology, 7076) and Anti-rabbit IgG, HRP-linked Antibody (Cell Signaling Technology, 7074).

### 4.6. BGN Gene Silencing

For CRISPR knockout, BGN guide RNA oligos were annealed using T4 PNK (NEB M0201S) and ligation buffer at 37 °C for 30 min and 95 °C for 5 min in a thermocycler. Next, ligation of annealed oligos and lentiCRISPRv2 plasmid was carried out using quick ligase enzyme (NEB M2200S) at room temperature for 10 min followed by transformation into Stbl3 bacteria for plasmid amplification. For shRNA knockdown of BGN, we utilized pLV-BGNshRNA-Puro plasmid obtained from Cyagen Biosciences. Further, *HEK-293T* cells were transfected with either *lentiCRISPRv2-BGNsgRNA-Puro* or *lentiCRISPRv2-CtrlsgRNA-Puro* (control) vector (Addgene, Watertown, MA, USA) along with *pMD2.G* and *psPAX2* using Lipofectamine 3000 for the generation of lentiviral particles. FF99 cells were transduced with lentiviral particles using polybrene (5 μg/mL) followed by puromycin selection for the stable cell line generation.

### 4.7. Scratch (Wound Healing) Assay

Cells were plated in 12-well plate at a density of 2 × 10^5^ cells/well. A scratch wound in the monolayer was made in the center of the well with a sterile tip. The floating cells were removed with a PBS wash and culture medium returned. At different time intervals images were captured for analysis of migration rate as described previously [8].

### 4.8. Cell Invasion

Invasion chambers were coated with growth factor reduced Matrigel (Corning, 354230, Corning, NY, USA) for 1 h at 37 °C. Cells at a density of 50,000 cells/well added in the upper chamber with base medium and the lower chamber was filled with medium supplemented with 10% FBS. Cells were incubated for 16 h at 37 °C. Cells remaining on the top of the membrane were removed. Cells that invaded the lower chamber and attached to the plate surface were quantified by fixing with 4% PFA, staining with crystal violet and counting [8].

### 4.9. Immunofluorescence Analysis

Cells were cultured on glass coverslips in 6-well plates for 24 h at 37 °C and were then fixed with 4% PFA for 20 min. After blocking with 1% BSA, cells were incubated with primary antibodies overnight at 4 °C, then stained with fluorochrome-conjugated secondary antibodies. Images were acquired using a confocal microscope (Zeiss LSM710 confocal laser scanning microscope).

### 4.10. Glycolysis and Mitochondrial Stress Test

The XF96 extracellular flux analyzer (Seahorse Bioscience) was used to measure the glycolysis and mitochondrial respiration in BCSCs as described previously [50]. Briefly, cells were seeded in the 96-well culture plate (Seahorse Bioscience) at a density of 20,000 cells/well overnight. For the mitochondrial stress test, cells were incubated with XF base medium (pH 7.4) supplemented with 5.5 mM glucose, 2 mM glutamine and 1mM sodium pyruvate for 1 h at 37 °C in a non-CO_2_ incubator. Oxygen consumption rate (OCR) was then measured by sequential injection of Oligomycin A (Sigma, 75351, St. Louis, MO, USA), FCCP (Carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone) (Sigma, C2920), and Rotenone plus Antimycin A (Sigma, R8875 and A8674). For the glycolysis stress test, cells were incubated with XF base medium (pH 7.4) supplemented with 2mM glutamine for 1 h at 37 °C in a non-CO_2_ incubator. ECAR (Extracellular acidification rate) was measured by consecutive injection of d-Glucose, Oligomycin A, and 2-deoxy-d-glucose. Assay well cell counts were measured using Cyquant Cell Proliferation Assay (Invitrogen, C7026, Waltham, MA, USA to normalize the OCR and ECAR values in each well. The Seahorse XF cell Mito stress test and glycolysis stress test report generators were used to analyse the data.

### 4.11. Mice Tumor Transplants and Metastatic Model

Animal Studies and biosafety protocols have been performed according to local, state, and federal regulations. For the generation of the metastatic model, cells (5 × 10^5^) were injected through tail-vein in athymic *nude* mice. Mice were monitored for 2 months for the formation of metastatic lung nodules.

### 4.12. Statistical Analysis

Results are depicted as mean ± SEM or standard deviation (SD) of at least three or more individual experiments with biological triplicate samples. Images represent typical experiments reproduced at least thrice with similar results. Statistical tests were performed between test groups and their respective controls, using one/two-way ANOVA followed by Tukey’s post-hoc analysis or student’s paired-*t*-test with *p*-values ≤ 0.05 considered significant.

## 5. Conclusions

In conclusion, the present study demonstrated that BGN is a prospective molecular target in BCSCs. Depletion of BGN in luminal cancer cell lines suppressed the enrichment of CSCs and tumorsphere formation. Furthermore, inhibition of BGN in BCSCs, CD29^hi^CD61^+^, ALDH^+^ and CD24^−^/CD44^+^ cells showed reduced migration, invasion and cell metabolism. The NFκB signaling pathway was attenuated with BGN deletion, suggesting that BGN regulates this pathway in BCSCs. Finally, BCSC mediated metastasis was decreased with loss of BGN, implicating a role for BGN in metastasis. Thus, BGN could be an important therapeutic target in breast cancer patients for the treatment of breast cancer metastasis.

## Figures and Tables

**Figure 1:**
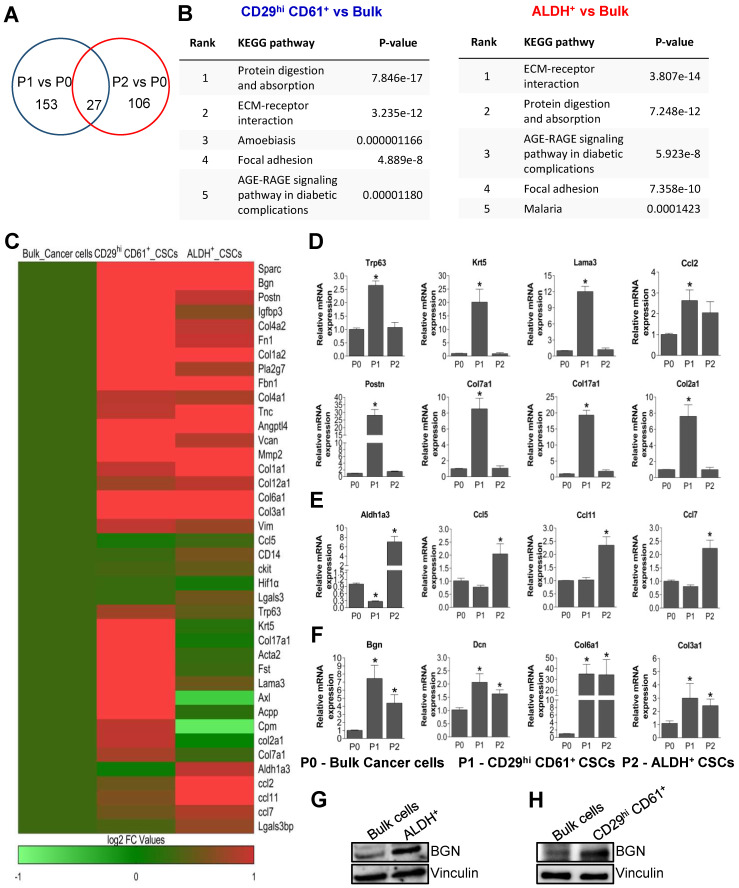
Upregulation of BGN in BCSCs derived from PyMT tumor cells. (**A**) Venn diagram depicting the upregulated genes in CD29^hi^ CD61^+^ (P1) and ALDH^+^ (P2) BCSCs as well as overlapping genes in both BCSCs as compared to bulk cells (P0). (**B**) KEGG pathway analysis showed that ECM receptor interaction and focal adhesion pathways were commonly upregulated in both BCSCs. (**C**) Heat map data showing the top 40 candidates identified from RNA sequencing. qRT-PCR data showing validation of genes in BCSCs, CD29^hi^ CD61^+^ (P1) and ALDH^+^ (P2) as compared to bulk cells, (**D**) expression of ECM genes, (**E**) BCSCs marker expression, (**F**) ECM genes upregulated in BCSCs. Immunoblots depicting expression of BGN in sorted BCSCs from MMTV-PyMT tumor cells (FF99), (**G**) ALDH^+^ and (**H**) CD29^hi^ CD61^+^ compared to bulk cells. Data shown as mean ± SEM of three independent experiments. Statistical significance was determined using two-tailed *t*-test; * *p* ≤ 0.05 as compared to bulk cells.

**Figure 2:**
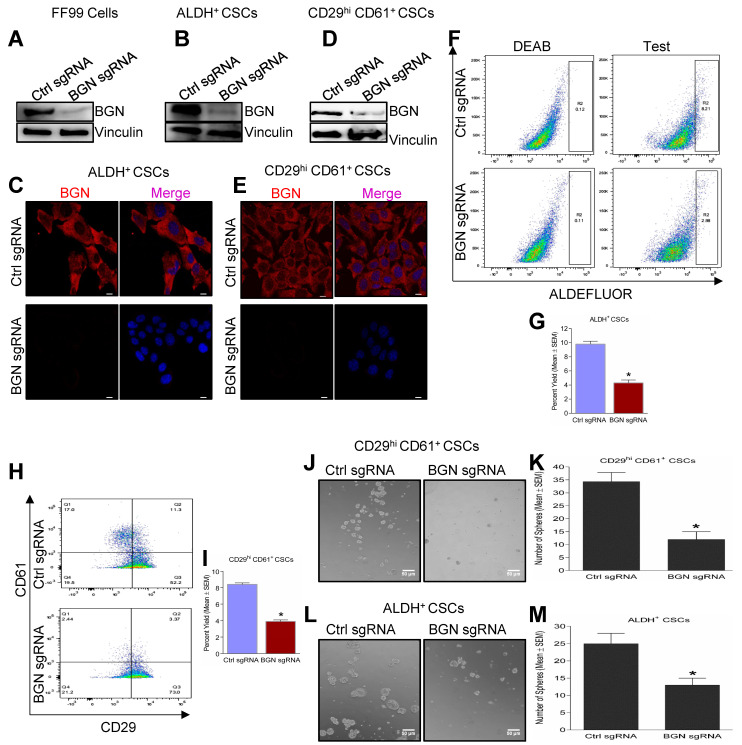
Loss of BGN in BCSCs leads to reduced CSC populations and tumorsphere forming ability. (**A**) Immunoblots showing BGN expression in MMTV-PyMT tumor cells (FF99) were stably expressing mouse BGN sgRNA and Control sgRNA (Ctrl sgRNA). Immunoblots and immunofluorescence depicting BGN expression in (**B**,**C**) ALDH^+^ BCSCs and (**D**,**E**) CD29^hi^ CD61^+^ BCSCs. (**F**) Dot plots of ALDH assay of ALDH^+^ cells in BGN sgRNA cells compared to Ctrl sgRNA. (**G**) Quantification of ALDH assay of ALDH^+^ BCSCs with BGN depletion. (**H**) FACS analysis of CD29 and CD61 marker expression in FF99 cells transduced with control and BGN sgRNA. (**I**) Quantification of H depicting the percentage of CD29^hi^ CD61^+^ BCSCs of BGN depleted cells. Representative images showing tumorsphere formation of (**J**) CD29^hi^ CD61^+^ and (**L**) ALDH^+^ BCSCs and their (**K**,**M**) quantification. Scale bar = 50 µm. Data shown as mean ± SEM of three or four independent experiments. Statistical significance was determined using two-tailed *t* test; * *p* ≤ 0.05 as compared to control sgRNA. Representative images of number of spheres were quantified using ImageJ.

**Figure 3:**
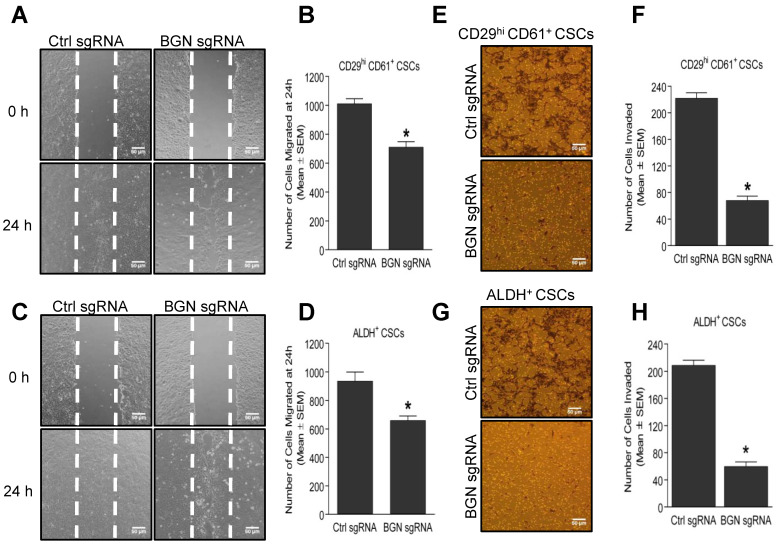
Loss of BGN reduces migration and invasion of BCSCs. (**A**) Representative images of wound healing assay showing migration of CD29^hi^ CD61^+^ CSCs with BGN sgRNA compared to control sgRNA at 24 h, quantified in (**B**). (**C**) Representative images of wound healing assay showing migration of ALDH^+^ BCSCs with BGN sgRNA compared to control sgRNA at 24 h, quantified in (**D**). (**E**) Representative micrographs from a matrigel invasion assay depicting the number of invaded cells in CD29^hi^ CD61^+^ BCSCs with BGN sgRNA compared to control sgRNA, quantified in (**F**). (**G**) Representative micrographs from invasion assay depicting the number of invaded cells in BGN sgRNA ALDH^+^ BCSCs, quantified in (**H**). Scale bar = 50 µm. Data shown as mean ± SEM of three independent experiments, *p* ≤ 0.05 (*t*-test) as compared to * control sgRNA group. Representative images of migration and invasion were quantified using ImageJ.

**Figure 4:**
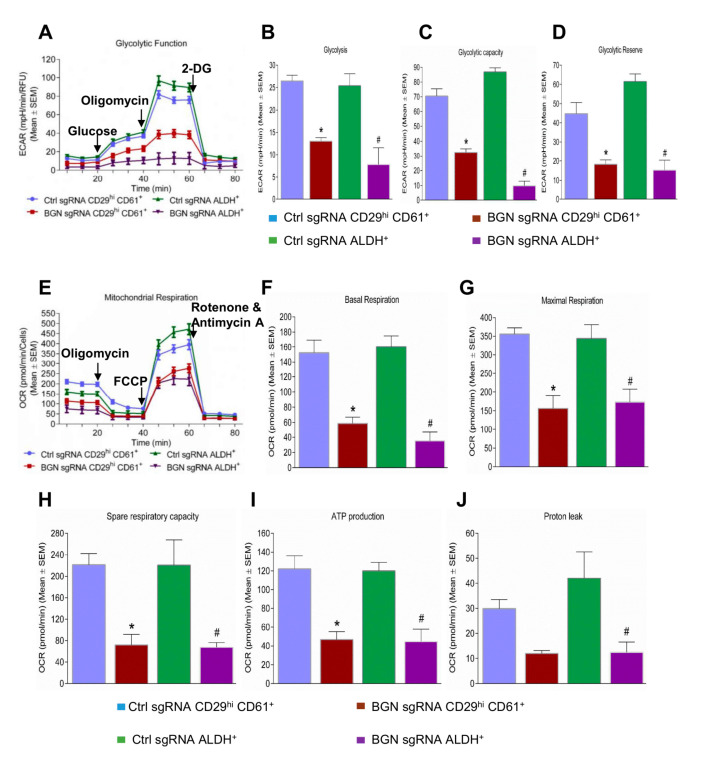
Role of BGN in metabolism of BCSCs. (**A**) A representative plot of ECAR from the XF96 extracellular flux analyzer of control and BGN sgRNA BCSCs in response to glucose, oligomycin and 2-DG. Bar charts showing levels of (**B**) glycolysis, (**C**) glycolytic capacity, and (**D**) glycolytic reserve in control and BGN sgRNA BCSC© (**E**) Representative plot of OCR from the mitochondrial stress test of control and BGN sgRNA BCSCs in response to oligomycin, FCCP and rotenone and antimycin A. Bar charts showing levels of (**F**) basal respiration, (**G**) maximal respiration, (**H**) spare respiratory capacity, (**I**) ATP production and (**J**) proton leak in control sgRNA and BGN sgRNA of BCSCs. Data shown as mean ± SEM of three independent experiments, statistical significance measured using one-way ANOVA (Tukey’s multiple comparison test) * *p* ≤ 0.05 of CD29^hi^ CD61^+^ and **#** *p* ≤ 0.05 of ALDH^+^ as compared to control sgRNA group.

**Figure 5:**
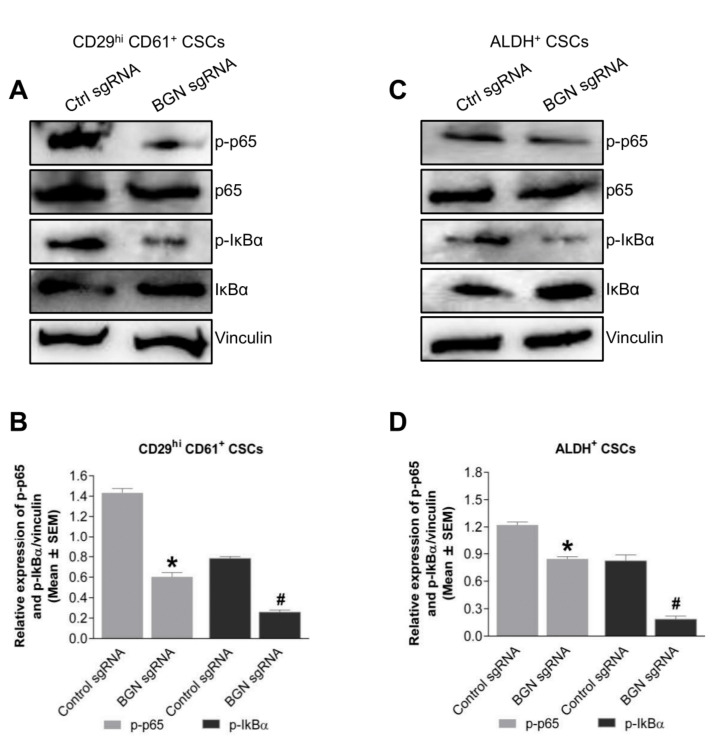
NFκB pathway regulated by BGN in BCSCs. (**A**) Immunoblots showing p-P65, p65, p-IκBα, IκBα and vinculin in control sgRNA and BGN sgRNA CD29^hi^ CD61^+^ BCSCs. (**B**) Quantification of A. (**C**) Immunoblots depicting p-P65, p65, p-IκBα, IκBα and vinculin in control and BGN sgRNA ALDH^+^ BCSCs. (**D**) Quantification of C. Data shown as mean ± SEM of three independent experiments, statistical significance measured using Two-way ANOVA (Sidak’s multiple comparison test) * *p* ≤ 0.05 of CD29^hi^ CD61^+^ and **#** *p* ≤ 0.05 of ALDH^+^ as compared to control sgRNA group.

**Figure 6:**
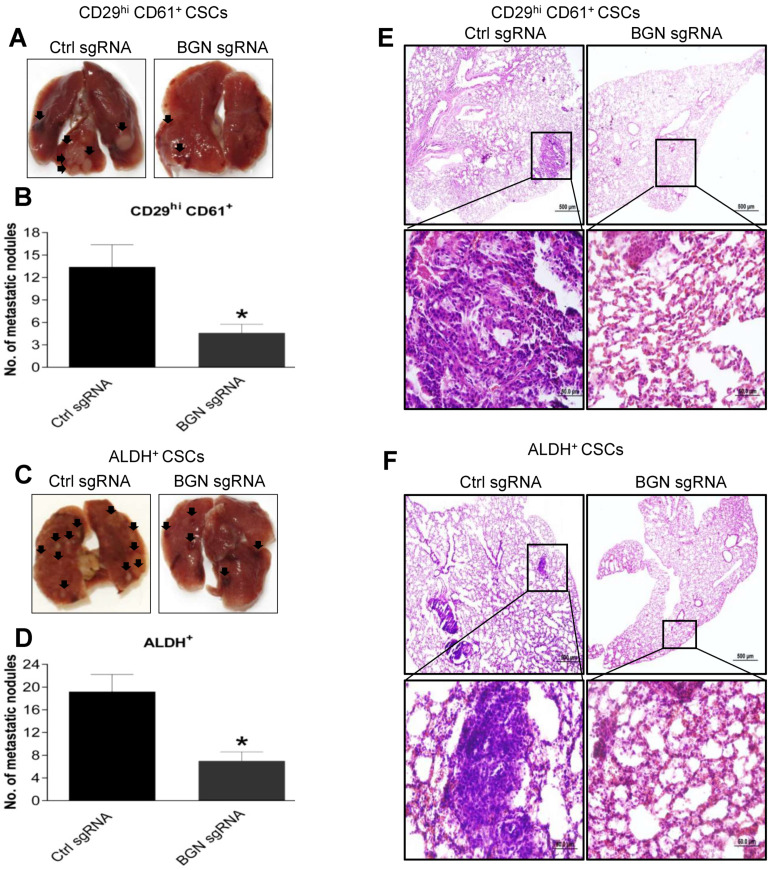
BGN promotes BCSC mediated breast cancer metastasis. (**A**) A representative image showing metastatic nodules on lungs from mice tail vein injected with WT and BGN depleted CD29^hi^ CD61^+^ BCSCs. (**B**) Quantification of A. * denotes *p* ≤ 0.05. (**C**) A representative image showing metastatic nodules formation on lungs from mice tail vein injected with WT and BGN depleted ALDH^+^ BCSCs. (**D**) Quantification of C. * denotes *p* ≤ 0.05. (**E**) H&E staining of lung tissues displaying metastatic foci in WT and BGN depleted CD29^hi^ CD61^+^ BCSCs. (**F**) H&E staining of lung tissues displaying metastatic foci in WT and BGN depleted ALDH^+^ BCSCs. Data shown as mean ± SEM. *n* = 5 mice per group.

**Figure 7:**
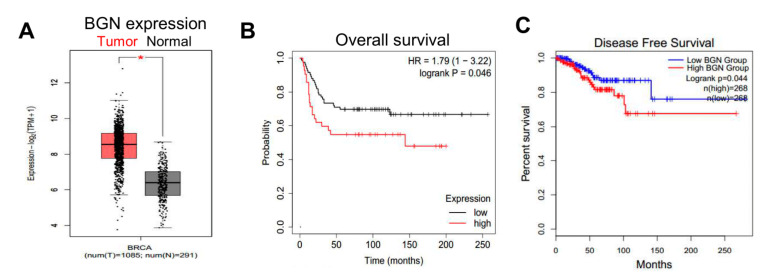
High BGN expression in human breast cancer tissues correlates with reduced survival. (**A**) Representative graph showing mRNA expression of BGN in human breast cancer and normal breast tissues. * denotes *p* ≤ 0.05. (**B**) Clinical data retrieved using KM plotter showing overall survival of breast cancer patients with high and low *BGN* expression. (**C**) Survival graph showing disease free survival of breast cancer patients with high and low *BGN* expression.

## Data Availability

RNA sequencing data were deposited in the GEO database under the accession number GSE189223.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14020455/s1. Figure S1. BGN expression in BCSCs sorted from MCF-7. Figure S2. BGN attenuation in BCSCs depicted reduction in CSC populations and sphere forming ability. Figure S3. Deletion of BGN decreases migration and invasion of BCSCs. Figure S4. Bioenergetic role of BGN in BCSCs sorted from MCF-7. Figure S5. Loss of BGN reduces sphere formation and migration of BCSCs and bulk cells. Figure S6. Loss of BGN reduces proliferation and induces apoptosis at later time points. Figure S7. BGN depletion enhanced chemosensitivity of BCSCs. Figure S8. Full size blots of Figure 1G,H and Figure S1. Figure S9. Full size blots of Figure 2A,B,D. Figure S10. Full size blots of Figure S2A,B. Figure S11. Full size blots of Figure 5A. Figure S12. Full size blots of Figure 5C.

How the deposited data were processed for this re-analysis (not part of the article)

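RNA was sequenced from 3 populations of cells sorted from MMTV-PyMT mammary tumors of FVB/N mice, namely bulk cells (P0), CD29hi CD61+ BCSCs (P1) and ALDH+ BCSCs (P2), each from the same 2 tumors. The sample labels give P0 as the remaining, non-CSC cells of the sort. The tumor number therefore pairs the libraries, and the labels do not say whether both tumors came from the same mouse. The authors isolated poly(A) RNA, prepared libraries with the PrepX mRNA kit, sequenced on a HiSeq instrument and aligned the reads with the standard Illumina pipeline. The paper's text names no aligner, gene annotation, normalization, test or threshold for the RNA sequencing. Its statistics section gives ANOVA or Student's paired test with p-values up to 0.05 for the paper's experiments in general. The legend of Fig. 1 gives a t-test with p up to 0.05 against bulk cells, without naming the panels.

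The authors deposited a table of 14897 genes, 14889 of them with a symbol. Its RPKM values for the 6 libraries are the authors' reads scaled by gene length in kilobases and by the total of reads counted in genes, with a median gene length of 2905 bp. For P1 and P0 alone, the deposited table also holds the authors' group means, which are a normalized signal (reads divided by the authors' size factor per library), the authors' fold change as a ratio, its log2 value, and the authors' p-value with its adjusted p-value. The header does not name these units, and they were read from the values. Whole reads were recovered from the RPKM, with a tolerance of 0.01 reads, for all genes but 1. The libraries held 36200687 (tumor 1) and 19443201 (tumor 2) reads in P0, 48008802 and 21577459 in P1, and 23773850 and 19037070 in P2. Genes of at least 1 RPKM numbered 10440 and 11638 in P0, 11527 and 11937 in P1, and 10028 and 11889 in P2. Where a gene had no reads, the limit given is 3 reads in that library, which for *Bgn* is 0.0262 to 0.066 RPKM depending on the library. Such limits cover counting error only, since reads are not independent molecules.

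The samples in each comparison, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Since the values were RPKM and not counts, the comparison used the test set for that case, which was limma 3.58.1 in R 4.3.3 with an intensity trend, on log2(RPKM + 1) of the 12512 genes with at least 1 RPKM in at least 2 libraries. All 6 libraries entered a single model without a block, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The comparisons were P1 against P0, P2 against P0 and P1 against P2. Across genes, the deviations of a tumor's libraries from their group means had a correlation between populations of 0.185 for P0 and P1, 0.211 for P0 and P2 and 0.242 for P1 and P2, and an analysis with the tumor as a replicate block is given beside the other. The procedure was tested on log2(RPKM + 1) values drawn around each gene's mean with the spread found here, for 2 libraries per group. It called 61.2% of genes changed 4-fold, 98.5% of those changed 16-fold and all 66 of those changed 64-fold. There were 6 false calls, and 0 calls in a comparison without change. The changed genes were picked among the more highly expressed. The simulation held no tumor differences and no excess of genes without reads, so it does not show the recovery of low-expressed genes. Many large changes were placed at once, which eases the adjusted threshold, so it does not give the power on these libraries either. The overlap of both comparisons with the shared P0 libraries was set beside 100 simulations of unchanged groups (seed 20), and, added after the values were seen, beside 100 with the tumor differences found here and the block. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

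Of 28 gene lists, the 23 with at least 5 tested genes were tested with limma camera on log2(RPKM + 1) at a preset correlation of 0.01, adjusted over all lists and the 3 comparisons, and with camera at an estimated correlation and with fry beside it. No list passed the threshold with the estimated correlation. The lists cover ECM-receptor interaction, the adhesion plaque part of focal adhesion, fibrillar collagens and interstitial matrix, basement membrane, small leucine-rich proteoglycans, basal, luminal and milk protein genes, fibroblast identity without matrix genes, pericytes, macrophages, antigen presentation, aldehyde dehydrogenases, chemokines, EMT, NF-kB targets, Toll-like and biglycan receptors, interferon response, glycolysis, oxidative phosphorylation, cell cycle, immediate early genes and hypoxia. Endothelial, lymphocyte, neutrophil and mast cell, adipocyte and erythrocyte lists had too few tested genes. The lists were written from memory, so the ECM-receptor list may differ from the KEGG category, and the adhesion plaque list holds no matrix or integrin gene. Enrichment among called genes was tested with 1-sided Fisher's exact tests against all genes that could have been called, adjusted over 12 tests.

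Genes were named by a rule that took the genes in the paper's results on RNA, the legible heat map genes, *Itgb1* and *Itgb3*, *Actb* and *Gapdh*, the 12 highest and 8 lowest log2 fold changes among genes past the threshold, and in each list up to 4 genes with the smallest p and up to 2 of the minority direction. The part of the rule on genes past the threshold named none. *Cldn4*, *Csn3* and the other list members named come from the list part, and *Sparc* and *Jag1* are heat map genes or genes in the authors' table, whose values had been seen. Genes called only under an alternative were named after their values were seen.

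Alternatives were the replicate block, median-of-ratios scaling, no low-value filter, a minimum of 20 reads in 2 libraries, only the 4 libraries compared, a fold of at least 2, thresholds of 0.01 and 0.10, a pseudocount of 0.1, and each library left out in turn. Chosen after seeing the data were limma voom on the recovered reads, alone, with the block and with library quality weights, quality weights alone, an unadjusted p, thinning of all libraries to 19030965 reads, and the authors' p-values readjusted over the genes kept here, which gave 10 genes. The quality weights were 0.83 for the P0 libraries, 1.65 for P1 and 0.731 for P2. With 2 libraries per group, both libraries of a group receive the same weight. The weights therefore reflect the spread within a group and not the quality of a single library. The edgeR test was set for deposited counts only, the planned DESeq2 Wald test was not run because the deposited values are not counts, and the planned scaling by library size alone was not run because RPKM already holds it. The paper's qRT-PCR, immunoblots, MCF-7 cells and BGN depletion have no deposited sequencing and were left out.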

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

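Chosen only after their results were seen were the tests of genes without reads by thinning and by low-expressed genes, the choice of the 4 lists of which the paper's sequencing results name no gene, the least move of 0.25 for opposite directions, its use on the heat map genes, and the thinning of libraries as a setting.

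Between tumors, the following values moved in opposite directions by at least 0.25 in each, among the genes that the paper names or its heat map shows and the tested lists, and none of these differences was tested. *Krt5*, the basal keratin gene, had a log2 fold change in P2 against P0 of 0.42 in tumor 1 and -1.13 in tumor 2, a difference of 1.55. *Col7a1*, which encodes the anchoring fibril collagen, had -0.70 and 0.69, a difference of -1.39. *Ccl5*, a T cell attractant, had 0.305 and -0.26, a difference of 0.56. Also in P2, *Cpm* had -1.87 and 1.189, a difference of -3.06, *Fst* had 1.14 and -1.16, a difference of 2.30, *Axl* had -0.64 and 0.48, a difference of -1.12, and *Acta2* had -0.56 and 0.535, a difference of -1.097. In P1 against P0, *Cd14* had -0.52 and 0.42, a difference of -0.947, *Hif1a* had 0.325 and -0.496, a difference of 0.82, and *Kit* had 0.497 and -0.27, a difference of 0.77. The glycolysis list had medians of -0.32 and 0.54 in P2 against P0, a difference of -0.86, and the immediate early and heat shock list had -0.65 and 0.265, a difference of -0.915. The macrophage list in P1 against P2 had -0.415 and 1.085, a difference of -1.5.

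The paper's sequencing results name no gene of the milk protein, fibroblast, oxidative phosphorylation and cell cycle lists, although it measures mitochondrial respiration and mentions the cell cycle elsewhere, and these lists passed the threshold of camera against P0, although none did with an estimated correlation. The milk protein list had medians of -0.565 in P1 (adjusted p = 0.0129, or 0.334 with an estimated correlation) and 0.76 in P2 (adjusted p = 0.00211, or 0.320), with 10 of 15 genes negative in P1 and 14 positive in P2, and its median in P1 was -0.49 with the gene without reads in P1 set to the limit of 3 reads. The P1 call was lost without P0 of tumor 2 (adjusted p = 0.138) or P1 of tumor 2 (0.104), and the P2 call without P0 of tumor 2 (0.0937) or P2 of tumor 1 (0.0819). The oxidative phosphorylation list had a median of 0.305 in P2 with 32 of 50 genes positive (adjusted p = 0.0383, or 0.337), and this call was lost with the replicate block (0.0577) and without P0 of tumor 1 (0.0538), P0 of tumor 2 (0.109) or P2 of tumor 2 (0.36), in a range from 0.0283 to 0.414. The cell cycle list had a median of 0.70 in P1 with 32 of 36 genes positive, at 1.25 in tumor 1 and 0.20 in tumor 2 (adjusted p = 4.78e-05, or 0.541), and *Ccnb1*, which encodes a mitotic cyclin, was at 1.9 and 2.15 RPKM in P0 and at 14.6 and 5.98 in P1. The fibroblast identity list had medians of 0.68 in P1 (adjusted p = 2.18e-05, or 0.320) and 1.14 in P2 (adjusted p = 2.06e-05, or 0.320), and the P2 call was lost without P2 of tumor 2 (0.0515).

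Fibrillar collagen and interstitial matrix genes stood higher in P1 than in P0, while *Krt5* and other basal genes did too. The median of the matrix list was 1.07 after thinning all libraries to the same total and 1.06 before. RPKM is already scaled by the library's total, and the thinned values were scaled back to it, so the median could hardly move. This test therefore does not decide on a difference in library size. Fibroblasts among the sorted cells stay open, because the median of the fibroblast identity list, 0.68 with 14 of 14 genes positive, lay between the bounds set for and against them, and 3 of these 14 genes were on other lists, 0 were picked by the study and 3 had at least 1 RPKM in both P0 libraries. Its most abundant gene, *Tbx15*, stood at 23.0 and 15.3 RPKM in P1 against 19.2 and 14.1 in P0, *Pdpn*, which myoepithelial cells also express, at 8.89 and 7.99 against 0 and 0.643, and *Pdgfra* at 1.8 and 1.33, and neither the labels nor the paper's text names a gate against fibroblasts. Endothelial cells or pericytes (pericyte median 0.205, endothelial median -0.141 over 2 genes) and a lower share of luminal tumor cells (gap of 0.047 between 2 lists of other cell types) cannot be told apart from the sorted cells' own expression, because the pericyte median was under the bound of 0.25 by less than the spread of its 5 genes, the endothelial list had 2 tested genes, and only 2 lists of other cell types had enough tested genes for the gap.

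The matrix list also stood higher in P2 than in P0, with *Col1a1*, which encodes the main collagen of connective tissue, at 10.3 and 162 RPKM against 0.929 and 2.70. The list's median was 1.103 after thinning and before it, which for the same reason does not decide on a difference in library size. Fibroblasts among the ALDH+ cells are a candidate explanation, since the fibroblast identity list had a median of 1.138 with 12 of 14 genes positive, which met the value of at least 1 set beforehand. However, its median was 0.46 in tumor 1 and 1.37 in tumor 2, and only 7 of the 14 genes were higher in both tumors. *Thy1*, a member of this list, had no reads in either P0 library and was at 4.41 and 4.93 RPKM in P2, while *Pdgfra* was at 1.44 and 2.67 and *Cdh11* at 3.86 and 7.49. Expression of these genes by ALDH+ tumor cells, which the sort names, was not tested. The paper also reports more BGN protein than in bulk cells in both BCSC populations sorted from FF99 tumor cells, and in CD24-/CD44+ cells of the MCF-7 line. Those blots measure BGN protein in cultured cells and not the RNA of the matrix list. Endothelial cells or pericytes (pericyte median -0.092, endothelial median -0.646) and a lower share of luminal tumor cells (gap of 0.928, lowest median 0.21) cannot be told apart from the sorted cells' own expression, because the pericyte list's genes went both ways and the endothelial list, with *Flt1* and *Cd93*, had only 2 tested genes, too few for its value under the bound of that test to count.

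The tumor 1 libraries had more genes without reads than the tumor 2 libraries in each population. The library totals argue against fewer reads as the cause, because each tumor 1 library held more reads than its tumor 2 partner. The totals were 36200687 against 19443201 in P0, 48008802 against 21577459 in P1 and 23773850 against 19037070 in P2. After thinning, tumor 1 had 5.26 to 7.83 times as many genes at 0. Thinning could only add such genes to the larger libraries, so that test adds nothing. Few RNA molecules behind the tumor 1 libraries may explain the pattern, since among 1482 genes with a mean of 10 to 30 reads in tumor 2, 74.1%, 58.6% and 79.4% were at 0 in P0, P1 and P2 of tumor 1, against 12.1%, 9.24% and 21.7% in tumor 2, while the genes with reads had 2.23 to 4.08 times the median of tumor 2. Genes not expressed in tumor 1 cannot be told apart from few RNA molecules, because the total reads of these 1482 genes, 1.06 to 1.17 times that of tumor 2 at the same depth, mix genes at 0 with genes that were higher. A test on genes at 0 together, set before its result was seen, was void for both explanations, because the ratio of 1.31 over the expected number could not have passed 1.72 and its bound was 3, and values of low-expressed genes such as *Dcn* and *Col6a1* in tumor 1 rest on these libraries.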

How the results depend on the processing

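Chosen only after the results were seen were voom and its variants, library quality weights, an unadjusted p, thinning and which lists count as leading in the counts below, and the cause was not tested for any change below. Counts of genes or gene lists past the threshold, and of matrix genes among the genes called, stayed within 1.5 times their reported value in 163 comparisons with an alternative and moved in 38. The 163 include settings that could only give 0. Among leading genes and lists, 190 kept direction and side of the threshold, 34 became weaker, 4 became stronger and 12 reversed, and among the other genes and lists 1066 kept both, 50 became weaker, 52 stronger and 56 reversed. Median-of-ratios scaling, no low-value filter, a minimum of 20 reads, only the 4 libraries compared, a fold of at least 2, a threshold of 0.01, quality weights alone and thinning left the counts of genes at 0. The fold of at least 2 and the threshold of 0.01 select among the calls of the same fit, so they could only give 0. Median-of-ratios scaling moved the median of all genes by -0.077 in P1, by -0.009 in P2 and by -0.065 in P1 against P2. DESeq2 and scaling by library size alone were not run. A group with a library left out holds a single library, which is assumed to vary like the other groups, and depth limits how low an expression can be seen, since 3 reads of *Ccl11* are 0.0582 to 0.147 RPKM.

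Voom on the recovered reads called 9 genes in P1, 1 in P2 and 7 in P1 against P2, with 3 fibrillar matrix genes higher in P1 and 1 ECM-receptor and 1 fibrillar matrix gene higher in P2, and reversed *Krt5* (0.0054) and *Ccl5* (-0.14) in P2. With the replicate block, voom called 4, 6 and 15 genes, with 2 fibrillar matrix genes in P1 and 2 ECM-receptor and 2 fibrillar matrix genes in P2, called *Bgn* in P2 at 5.04 (adjusted p = 0.0155) and *Aldh1a3* at 2.07 (adjusted p = 0.00899), and reversed *Krt5* in P2 (0.255). With quality weights, voom called 7 genes in P1 and 9 in P1 against P2, with 2 fibrillar matrix genes in P1, and reversed *Ccl7* in P1 (-0.28) and *Ccl5* in P2 (-0.0495). An unadjusted p gave 237, 489 and 312 genes, 76 in both comparisons with P0, 6 ECM-receptor and 10 fibrillar matrix genes in P1 and 9 and 17 in P2, and called *Bgn* at 3.33 in P1 and 4.61 in P2. With the replicate block, the paired analysis, 3 genes passed in P2, among them *Bgn* at 4.61 (adjusted p = 0.0067), and interferon response in P1 reversed (0.767). A threshold of 0.10 and a pseudocount of 0.1 each called 2 genes in P2, *Mir1982* and *Mirlet7d*. Without a low-value filter, focal adhesion reversed (0.961 in each of 2 comparisons).

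Camera with an estimated correlation left 0 lists past the threshold in each comparison. Its adjusted p in P1 was 0.337 for ECM-receptor and for fibrillar matrix genes, 0.320 for basal and for fibroblast genes and 0.334 for milk genes. In P2 it was 0.337 for ECM-receptor, 0.334 for fibrillar matrix, 0.320 for milk and 0.320 for fibroblast genes. In P1 against P2 it was 0.676 for fibrillar matrix, 0.320 for basal and 0.320 for milk genes. Fry left 1 list in P1 (luminal genes), 0 in P2 and 0 in P1 against P2. Its adjusted p in P1 was 0.354 for ECM-receptor, 0.363 for fibrillar matrix, 0.201 for basal, 0.440 for milk and 0.214 for fibroblast genes, and it reversed focal adhesion (0.467), chemokines (0.889), NF-kB targets (0.473), Toll-like receptors (0.973), interferon response (0.944) and glycolysis (0.879). In P2 it was 0.400 for ECM-receptor, 0.288 for fibrillar matrix, 0.200 for milk and 0.201 for fibroblast genes, and it reversed focal adhesion (0.944). In P1 against P2 it was 0.871 for fibrillar matrix, 0.201 for basal and 0.0931 for milk genes, and it reversed ECM-receptor interaction (0.895).

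With each library left out in turn, genes past the threshold ranged from 0 to 37 in P2 and from 0 to 33 in P1 against P2, both highest without P2 of tumor 2. Lists past the threshold in P2 ranged from 3 (without P0 of tumor 2) to 10, and the correlation of fold changes from 0.295 (without P2 of tumor 2) to 0.778 (without P0 of tumor 2). Log2 fold changes in P1 ranged from -0.0416 to 1.33 for *Ccl2*, -2.05 to 0.84 for *Ccl5*, -0.84 to 1.5 for *Ccl7* and -0.0789 to 3.71 for *Col3a1*. In P2 they ranged from -0.96 to 0.26 for *Krt5*, -0.69 to 1.71 for *Trp63*, -0.37 to 0.36 for *Col7a1* and -1.70 to 1.75 for *Ccl5*. Adjusted p-values of lists in P1 ranged from 3.80e-07 to 0.406 for ECM-receptor, 0.00313 to 0.138 for milk, 0.0836 to 0.976 for pericyte, 0.606 to 0.997 for chemokine, 0.617 to 0.961 for NF-kB target, 0.12 to 0.961 for Toll-like receptor, 1.32e-06 to 0.989 for interferon, 0.0147 to 0.961 for glycolysis and 0.117 to 0.93 for immediate early genes. In P2 they ranged from 0.000143 to 0.258 for ECM-receptor, 0.419 to 0.961 for focal adhesion, 0.165 to 0.955 for basal, 0.341 to 0.96 for luminal, 0.000142 to 0.0937 for milk, 2.1e-06 to 0.0515 for fibroblast, 0.323 to 0.799 for pericyte, 3.83e-07 to 0.258 for interferon, 0.00356 to 0.799 for glycolysis, 0.00118 to 0.799 for cell cycle, 0.108 to 0.923 for immediate early and 0.484 to 0.856 for hypoxia genes. In P1 against P2 they ranged from 0.104 to 0.667 for ECM-receptor, 0.47 to 0.997 for focal adhesion, 2.1e-06 to 0.719 for fibrillar matrix, 0.12 to 0.961 for basement membrane, 0.00828 to 0.837 for small leucine-rich proteoglycan, 0.21 to 0.799 for fibroblast, 0.0404 to 0.867 for macrophage, 0.429 to 0.963 for Toll-like receptor, 6.53e-12 to 0.0671 for interferon, 0.0354 to 0.675 for immediate early and 0.302 to 0.989 for hypoxia genes. ECM-receptor genes lost their call in P1 without P0 of tumor 2 (0.406) or P1 of tumor 2 (0.200) and in P2 without P0 of tumor 2 (0.258).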

Differences from the paper's values

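The paper's count of differentially regulated genes in P1 relative to P0 is 153, and limma on the deposited values called 0. The paper's count for P2 relative to P0 is 106, against 0 here, and the paper's count of genes common to both comparisons is 27, against 0. The paper's text states no test or threshold for these counts, and the threshold here was an adjusted p under 0.05. The legend of Fig. 1 gives a t-test with p up to 0.05 against bulk cells, without saying which panels it covers. Under every alternative set before the data were examined that was run, the counts also differed from the paper's, with 0 in P1 and 0 in common throughout and, in P2, 3 with the replicate block, 2 at an adjusted p under 0.10 or with a pseudocount of 0.1, 1 to 2 without P0 of tumor 2, P1 of tumor 1 or P1 of tumor 2, and 37 without P2 of tumor 2. No such alternative brought a count within 1.5 times the paper's. The number of genes with the authors' deposited p under 0.05 in P1 against P0 is 153, which is the paper's count, and the authors' adjusted p is under 0.05 for 12 of them. Over the genes kept here, 143 of these 153 remained and 10 passed when the authors' p-values were adjusted over those genes. At an unadjusted p under 0.05 from limma, chosen after seeing the values, the counts were 237, 489 and 76, and 66 of the 153 genes were among the 237.

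Of the genes that the paper calls higher by qRT-PCR, limma without the block called none over all genes. Voom on the recovered reads, chosen after seeing the values, called *Krt5*, *Postn* and *Col17a1* in P1, alone, with the block and with quality weights. In the authors' own comparison of P1 with P0, the adjusted p was under 0.05 for *Krt5*, *Postn*, *Col17a1* and *Bgn*. In P2, *Bgn* was called with the replicate block and with voom and the block, and *Aldh1a3* with voom and the block. An unadjusted p under 0.05, also chosen after seeing the values, was met in P1 by *Krt5*, *Lama3*, *Postn*, *Col7a1*, *Col17a1*, *Bgn* and *Dcn*, and in P2 by *Aldh1a3*, *Ccl11*, *Ccl7*, *Bgn*, *Dcn*, *Col6a1*, *Col3a1* and *Col1a2*. Of the 17 genes that the paper names, 4 in P1 and 10 in P2 passed when adjusted over the list alone, or 8 and 10 with the replicate block.

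The legend of Fig. 1A describes the genes as upregulated, and in the authors' deposited table 83 of the 153 genes were higher and 70 lower in P1. The paper names *Ccl5* among genes higher in P2 by qRT-PCR, and in the sequencing its log2 fold change in P2 was 0.02, at 0.305 in tumor 1 and -0.26 in tumor 2. *Aldh1a3* and *Ccl7*, which the paper names with it, were at 2.02 and 3.60. *Ccl11* had no reads in P0, and in P2 of tumors 1 and 2 it stood 183-fold and 40.8-fold above the limit of 3 reads. That limit is not a firm bound on the rise in tumor 1. In P0 of tumor 1, 74.1% of genes with a mean of 10 to 30 reads in tumor 2 were at 0. The log2 fold changes of *Ccl11* and *Ccl7* depend on the pseudocount, at 3.35 and 3.60 with 1 and at 6.53 and 5.42 with 0.1. The paper names *Ccl2* among the genes higher in P1 by qRT-PCR, and here it was at 0.64 in P1, with tumor 1 at -0.14 and tumor 2 at 1.425, and at 2.69 in P2, while the other 7 genes of that group, *Krt5*, *Trp63*, *Lama3*, *Postn*, *Col7a1*, *Col2a1* and *Col17a1*, were positive in both tumors in P1. In Fig. 1F the qRT-PCR bars of *Bgn*, *Dcn* and *Col3a1* stand higher in P1 than in P2, and here these genes had log2 fold changes in P1 against P2 of -1.27, -1.83 and -2.94, although all 3 were positive in both populations against P0. The paper lists focal adhesion among the leading categories of both comparisons, and the focal adhesion list here, which unlike that category holds no matrix or integrin gene, had medians of 0.05 in P1 and -0.035 in P2, while the ECM-receptor list, the other category it names, had 0.375 and 0.30.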

Other observations

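Single genes on the lists of EMT, antigen presentation, NF-kB targets and biglycan receptors had different RPKM in the populations, and limma on log2(RPKM + 1) called none of them over all genes. *S100a4*, which encodes a calcium-binding protein of motile cells, was at 0.0553 and 2.27 RPKM in P0 of tumors 1 and 2, at 17.3 and 8.73 in P1 and at 0 and 9.15 in P2. *Snai2*, which encodes an EMT transcription factor also found in basal cells, was at 0.0961 and 2.28 RPKM in P0, at 13.3 and 4.19 in P1 and at 0.0209 and 2.95 in P2. *H2-Aa*, which encodes an MHC class II chain, was at 0 and 1.88 RPKM in P0, at 5.80 and 8.67 in P1 and at 3.11 and 0.786 in P2. *Tnfaip2*, an NF-kB target gene, was at 88.2 and 46.9 RPKM in P0, at 21.1 and 34.3 in P1 and at 166 and 81.1 in P2, and *Il6*, which encodes an inflammatory cytokine, was at 0 and 1.37, at 0 and 3.32 and at 13.6 and 3.19. *Tlr4*, which encodes a receptor for biglycan, was at 6.22 and 5.84 RPKM in P0, at 8.46 and 4.07 in P1 and at 0.0109 and 2.98 in P2, and *Cd44* was at 140 and 141, at 121 and 134 and at 166 and 142.

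The summed rise of *Col1a1*, *Col1a2* and *Col3a1* over P0 was 1.56% of the summed rise of *Bgn*, *Sparc* and *Postn* in P1 of tumor 1 and 20.8% in tumor 2, and it was 50.2% and 94.8% in P2. These 6 genes were picked and the ratios computed after the values were seen, and the difference between the populations was not tested.

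In direct comparison of the BCSC populations, limma called 0 genes in P1 against P2, with 312 at an unadjusted p under 0.05 and a smallest adjusted p of 0.469. With voom on the recovered reads, chosen after seeing the values, 7 genes were lower in P1 than in P2, namely *Ltf*, *Tnfaip2*, *Muc4*, *Col3a1*, *Aldh1a3*, *Csn1s1* and *Csn2*, with 15 lower with the block and 9 lower with library quality weights. Without P2 of tumor 2, more genes were called, most of them higher in P1. These calls rest on the single P2 library of tumor 1, which had the most genes without reads, and cannot be told apart from reads missing there. The basal list had a median of 0.905 in P1 against P2 with 26 of 28 genes positive (adjusted p = 4.84e-09 from camera, or 0.320 with an estimated correlation). The luminal list had -0.16 (0.016, or 0.334), lost without P1 of tumor 2 (0.0638), P2 of tumor 1 (0.132) or P2 of tumor 2 (0.0593), in a range from 0.00863 to 0.334. The chemokine list had -0.52 (0.00398, or 0.320), lost without P2 of tumor 1 (0.162). The NF-kB target list had -0.09 with 22 of 33 genes negative (0.0303, or 0.334), lost without P0 of tumor 2 (0.059), P1 of tumor 1 (0.10) or P2 of tumor 1 (0.585). The antigen presentation list had 0.85 (0.0169, or 0.337), lost without P1 of tumor 2 (0.425), P2 of tumor 1 (0.132) or P2 of tumor 2 (0.0515). The oxidative phosphorylation list had -0.07 (0.0339, or 0.337), lost with the replicate block (0.0626) and without P1 of tumor 2 (0.119) or P2 of tumor 2 (0.36). The other lists in this comparison had an adjusted p of 0.0532 for interferon response and cell cycle, which were 0.0022 and 0.0403 with the block and 0.867 and 0.794 with an estimated correlation, 0.225 for pericytes, 0.284 for EMT, 0.301 for aldehyde dehydrogenases, 0.399 for fibroblast identity, 0.571 for ECM-receptor interaction, 0.533 for small leucine-rich proteoglycans, 0.617 for immediate early genes, 0.652 for basement membrane, 0.824 for macrophages, 0.845 for Toll-like receptors, 0.829 for hypoxia, 0.398 for glycolysis and 0.980 for focal adhesion. The medians of ECM-receptor interaction (0.065) and fibroblast identity (0.056) were positive in this comparison, while their means (-0.04 and -0.05) and tests were negative. The interferon call with the block was also met without P0 of tumor 1 (0.0363), P1 of tumor 1 (6.53e-12) or P2 of tumor 2 (1.87e-05), and with the direction changed without P2 of tumor 1 (0.0047), and the cell cycle list passed without P1 of tumor 2 (0.00562) or P2 of tumor 2 (0.0194). Passing only with a library left out were the macrophage list without P1 of tumor 1 (0.0404), the small leucine-rich proteoglycans without P2 of tumor 1 (0.00828) and the immediate early genes without P1 of tumor 1 (0.0354).

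Against P0, the small leucine-rich proteoglycans had medians of 1.62 in P1 (adjusted p = 0.00211, or 0.568 with an estimated correlation) and 0.43 in P2 (0.00783, or 0.622), with 1 and 2 of 7 genes higher when adjusted over the list alone. The P1 call was lost without P1 of tumor 2 (0.0562) and the P2 call without P0 of tumor 1 (0.0812) or P2 of tumor 2 (0.36). The EMT list had 0.90 in P1 (0.00163, or 0.320), lost without P0 of tumor 2 (0.221), and 0.255 in P2 (0.0873), which was 0.0047 without P2 of tumor 1. The NF-kB target list had 0.12 in P1 (0.954, where the test pointed downward) and 0.18 in P2 with 25 of 33 genes positive (0.0621), which was 0.0435 without P1 of tumor 1 and 0.0288 without P2 of tumor 2. The interferon list had 0.175 in P1 (0.972, where the test pointed downward), and it passed there without any P0 or P1 library, downward without P0 of tumor 2 (0.0113) or P1 of tumor 1 (1.32e-06) and upward without P0 of tumor 1 (4.61e-05) or P1 of tumor 2 (0.000142). It had 0.38 in P2 (0.0863, or 0.00213 with the block and 0.899 with an estimated correlation) and passed there without any library but P0 of tumor 2, downward without P2 of tumor 1 (0.0109), in a range from 3.83e-07 to 0.258. The Toll-like and biglycan receptor list had 0.02 in P1 (0.589) and -0.32 in P2 (0.503). The antigen presentation list had 0.93 in P1 (0.193) and 0.11 in P2 (0.591, with a mean of -0.22), and the macrophage list had 0.63 (0.0992), which was 0.000235 without P1 of tumor 1, and 0.21 (0.338), or 0.12 in P2 with *Aif1* at the limit of 3 reads in P0. The pericyte list had 0.205 in P1 (0.225) and -0.09 in P2 (0.962, with a mean of 0.18). The aldehyde dehydrogenase list had 0.33 in P1 (0.687), and the chemokine list had -0.08 in P1 (0.652, with a mean of 0.10). The cell cycle list had 0.21 in P2 (0.193), which was 0.00118 without P2 of tumor 1, and the oxidative phosphorylation list had 0.12 in P1 (0.954). The glycolysis list had 0.04 in P1 (0.923) and 0.11 in P2 (0.533), which without P0 of tumor 1 were 0.0147 with the direction changed and 0.00356. The immediate early and heat shock list had 0.33 in P1 (0.972) and -0.06 in P2 (0.652), and the hypoxia list had 0.10 (0.526) and 0.05 (0.824).

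Lists with too few tested genes for a test are given as medians in P1 and P2 against P0 and in P1 against P2. The endothelial list had -0.141, -0.646 and 0.505 over 2 genes, with *Flt1* at 2.92 and 1.11 RPKM in P0, and the lymphocyte list had 1.016, -0.294 and 1.31 over 2 genes, with *Lck* at 3.07 and 1.62 RPKM in P1. The neutrophil and mast cell list had 0.81, 0.09 and 0.34 over 3 genes, with *S100a8* at 7.12 and 119 RPKM in P0, and the adipocyte list had -0.015, -0.535 and 0.15 over 3 genes. The erythrocyte list held *Alas2* alone, at -0.65, -0.28 and -0.37.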
